# Methamphetamine-induced changes in myocardial gene transcription are sex-dependent

**DOI:** 10.1186/s12864-021-07561-x

**Published:** 2021-04-12

**Authors:** Hasitha Chavva, Daniel A. Brazeau, James Denvir, Donald A. Primerano, Jun Fan, Sarah L. Seeley, Boyd R. Rorabaugh

**Keywords:** Methamphetamine, Heart, Transcriptome, Sex differences, Circadian clock, Drug abuse

## Abstract

**Background:**

Prior work demonstrated that female rats (but not their male littermates) exposed to methamphetamine become hypersensitive to myocardial ischemic injury. Importantly, this sex-dependent effect persists following 30 days of subsequent abstinence from the drug, suggesting that it may be mediated by long term changes in gene expression that are not rapidly reversed following discontinuation of methamphetamine use. The goal of the present study was to determine whether methamphetamine induces sex-dependent changes in myocardial gene expression and whether these changes persist following subsequent abstinence from methamphetamine.

**Results:**

Methamphetamine induced changes in the myocardial transcriptome were significantly greater in female hearts than male hearts both in terms of the number of genes affected and the magnitude of the changes. The largest changes in female hearts involved genes that regulate the circadian clock (*Dbp, Per3, Per2, BMal1*, and *Npas2*) which are known to impact myocardial ischemic injury. These genes were unaffected by methamphetamine in male hearts. All changes in gene expression identified at day 11 returned to baseline by day 30.

**Conclusions:**

These data demonstrate that female rats are more sensitive than males to methamphetamine-induced changes in the myocardial transcriptome and that methamphetamine does not induce changes in myocardial transcription that persist long term after exposure to the drug has been discontinued.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07561-x.

## Background

Methamphetamine is one of the most commonly used drugs of abuse in the United States and world-wide. The 2018 National Survey on Drug Use and Health indicated that approximately 5% of US residents 12 years of age or older have used methamphetamine at least once during their lifetime [1]. The Centers for Disease Control reported that the age-adjusted rate of overdose deaths involving amphetamine and amphetamine derivatives increased more than 4-fold between 2012 (0.9 deaths / 100,000 population) and 2018 (3.9 deaths / 100,000 population) [2]. In some areas of the United States, the number of overdose deaths involving methamphetamine exceeds the number of deaths involving opioids [3].

Methamphetamine use increases the risk of cardiovascular disorders including cardiomyopathy [4, 5], atherosclerosis [6], myocardial infarction [7–10], fibrosis [6], cardiac arrhythmias [11, 12], and stroke [11, 13]. We previously reported that adult female rats treated with methamphetamine develop myocardial hypersensitivity to ischemic injury [14]. In contrast, methamphetamine had no effect on myocardial sensitivity to ischemia in their male littermates. Importantly, this sex-dependent effect persisted following a 1-month period of subsequent abstinence from methamphetamine, indicating that methamphetamine induces sex-dependent effects in the heart that persist even after exposure to the drug has been discontinued. A similar sex-dependent effect occurred in adult rats that were exposed to methamphetamine during the prenatal period. Female rats that were prenatally exposed to methamphetamine developed myocardial hypersensitivity to ischemia during adulthood. However, their male littermates were unaffected [15]. These studies suggest that methamphetamine (during either the prenatal period or during early adulthood) may induce changes in gene expression that are sex-dependent and that persist after methamphetamine use has been discontinued.

Other investigators have reported that methamphetamine induces changes in gene expression in the nucleus accumbens [16, 17], frontal cortex [18, 19], dorsal striatum [20], and hippocampus [19] that persist following 3–6 weeks of subsequent abstinence from the drug. However, it is unknown whether methamphetamine induces long term changes in gene expression in the heart. The goal of the present study was to determine whether methamphetamine exposure during early adulthood induces sex-dependent changes in gene expression that may underlie the drug’s ability to selectively hypersensitize the female heart to ischemic injury. Based on our prior studies, we hypothesized that methamphetamine produces sex-dependent changes in myocardial gene expression that persist following a 1-month period of subsequent abstinence from the drug.

## Results

### Impact of methamphetamine on body weight and heart weight

Animals used in this study were 8 weeks of age. Body weights on the first day of saline or methamphetamine (5 mg/kg) injections were similar for male rats treated with either saline (324 ± 12 g) or methamphetamine (343 ± 7 g). Three-way ANOVA indicated significant effects of sex (males gained more weight than females), time (rats gained more weight over 10 days compared to 40 days), and an interaction between time and methamphetamine (effect of methamphetamine was different following 10 days of treatment compared to 10 days of treatment followed by 30 days abstinence), but there was no significant effect of methamphetamine on weight gain (Table 1). Weight gain in females showed the same pattern. Starting weights were similar on the first day of saline (213 ± 9 g) or methamphetamine (214 ± 6) treatment. Methamphetamine-injected females gained nominally less weight than saline-injected females over the course of the 10-day treatment period, but this effect was not statistically significant (Table 1).

**Table 1:** Heart weight and heart weight / body weight ratio of rats following 10 days of saline / methamphetamine injections or 10 days saline / methamphetamine injections followed by 30 days of subsequent abstinence. Data represent the mean ± SEM of 6 animals

	***N***	Heart weight (g)	Heart weight / body weight ratio (mg/g)	Weight Gain (g)
**Group 1: Male 10 days saline**	6	1.5 ± 0.05	3.9 ± 0.2	46 ± 1
**Group 2: Male 10 days methamphetamine**	6	1.6 ± 0.06	4.1 ± 0.1	37 ± 2
**Group 3: Female 10 days saline**	6	0.95 ± 0.04^a^	4.5 ± 0.1	19 ± 2^a^
**Group 4: Female 10 days methamphetamine**	6	0.95 ± 0.02^b^	4.5 ± 0.1	11 ± 2^b^
**Group 5: Male 10 days saline + 30 days abstinence**	6	1.7 ± 0.06^a^	3.8 ± 0.1	104 ± 6^a^
**Group 6: Male 10 days methamphetamine + 30 days abstinence**	6	1.7 ± 0.06	3.6 ± 0.2	110 ± 8^g^
**Group 7: Female 10 days saline + 30 days abstinence**	6	1.2 ± 0.03^c^	4.0 ± 0.2^e^	46 ± 2^c^
**Group 8: Female 10 days methamphetamine + 30 days abstinence**	6	1.1 ± 0.02^d^	3.8 ± 0.1^f^	44 ± 7^d^

Three-way ANOVA indicated significant effects of sex [F = 353 (1, 40) *p* < 0.0001] and time (10 days treatment vs 10 days treatment + 30 days abstinence) [F = 42 (1, 40), *p* < 0.0001] on heart weight. There were also significant effects of sex [F = 12 (1, 40), *p* = 0.001] and time [F = 24 (1, 40), *p* < 0.0001] on heart weight / body weight ratio and significant effects of sex [F = 311 (1, 64), *p* < 0.0001] and time [F = 368 (1, 64), p < 0.0001] on weight gain. There was also a significant interaction between methamphetamine and time [F = 4.5 (1, 64), *p* < 0.05] on weight gain. However, methamphetamine alone had no significant effect on heart weight, heart weight / body weight ratio, or weight gain. ^a^ *p* > 0.0001 compared to male 10 day saline; ^b^ p < 0.0001 compared to male 10 day methamphetamine; ^c^ *p* < 0.0001 compared to male 10 days saline + 30 days abstinence; ^d^ *p* < 0.0001 compared to female 10 days methamphetamine + 30 days abstinence; ^e^ *p* < 0.0001 compared to female 10 day saline; ^f^ *p* < 0.0001 compared to female 10 days methamphetamine; ^g^ *p* < 0.05 compared to male 10 days saline

Heart weights and heart weight / body weight ratios were not significantly impacted by methamphetamine in male or female rats following either 10 days of saline or methamphetamine treatment or after a subsequent 30-day period of abstinence from saline or methamphetamine (Table 1). There was no evidence of hypertrophy or other gross anatomical changes in the hearts.

### Sex-dependent effects of methamphetamine on myocardial gene expression following 10 days of methamphetamine or saline injections

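The deposited RNA sequencing values of left ventricles from the hearts of 47 rats were analysed. Female and male rats had received saline or methamphetamine, a psychostimulant, at 5 mg/kg per day for 10 days, and hearts were collected 24 h after the last injection (day 11) or after 30 days of subsequent abstinence, which makes 8 groups. Each group held 6 libraries, apart from 5 for saline-treated females at day 11, whose other library was not analysed here. The authors trimmed the reads, aligned them to the rat genome rn6 with HISAT2 and assigned them to Ensembl genes, and deposited the number of reads on each of 32883 genes without normalization. They also deposited the same counts divided by 1 size factor per library. Total counts on genes ranged from 6661581 to 11314050 per library, with a median of 9020989, and the values given here rest on these counts. At day 11, the median total was 9735994 in saline-treated females (8335896 to 10571471), 10320830 in methamphetamine-treated females (9175298 to 11068915), 9605062 in saline-treated males (7575643 to 10373555) and 9366444 in methamphetamine-treated males (9124722 to 11314050). After abstinence, the medians were 7606654 (6661581 to 9856031), 8941630 (7663300 to 9304837), 8677476 (7280679 to 10130367) and 8439200 (7592188 to 9296312) in the same order. All 115 pairs of libraries within a group differed by more than the sampling noise, with a chi-square per degree of freedom between 2.31 and 38.0. Methamphetamine was compared with saline within each sex and time point by edgeR's quasi-likelihood test on counts normalized by the TMM method, after edgeR's default filter on low counts. A gene was called when its Benjamini-Hochberg adjusted p was under 0.1. Expression is given as CPM, the counts of a gene per 1000000 counts of a library, as mean ± SD over libraries. Library totals were first multiplied by their TMM factors, except for the CPM of the genes that mark sex. Symbols come from the paper's tables, which name 328 genes, and other genes are given by their Ensembl identifiers. The sequencing pool was the same as the time point, so the 2 cannot be told apart. In males at day 11, all 6 saline-treated rats carried numbers of another series than all 6 methamphetamine-treated rats, so the series of rats and the treatment cannot be told apart in that comparison.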

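The sex of each library was checked before the comparisons, with genes defined from the counts, since the files do not name the genes of the Y chromosome. A male gene had a median of at least 20 counts in libraries labelled male and of at most 1 in libraries labelled female, which 4 genes met. A female gene had a median of at least 20 counts in libraries labelled female and was at least 10-fold higher than in libraries labelled male, which 2 genes met. In 19 libraries labelled female, the male genes stood at 0 to 2.52% of the median of libraries labelled male, and in 20 libraries labelled male at 70.9 to 116%. In the 4 libraries labelled female replicate 5, the male genes stood at 85.8 to 115%, and in the 4 libraries labelled male replicate 5 at 7.31 to 12.1%. The female genes stood at 4.03 to 12.9% of the female median in the former and at 76.9 to 108% in the latter. Thus 8 of the 47 libraries carried the genes of the other sex than their label, and all 8 were labelled replicate 5, 1 in each group. All samples are therefore named by their labels, and the libraries of replicate 5 were kept in the comparisons as labelled. Values with replicate 5 left out of every group, an alternative chosen after this was seen, are given beside them.

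**Figure D1:**
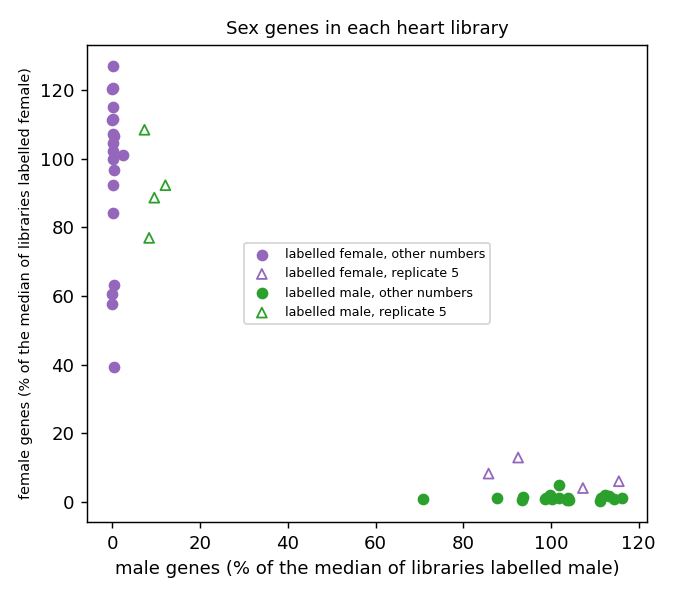
Each point is 1 heart library. The horizontal axis gives its male genes as a percentage of the median of libraries labelled male and the vertical axis its female genes as a percentage of the median of libraries labelled female. Open triangles are replicate 5: those labelled female sit at 85.8 to 115% on the horizontal axis, with the libraries labelled male.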

Principal component analysis of RNA sequencing data (using the 500 most variable genes) and sample clustering based on sample-sample distances were performed on a regularized log-transformation of the count data. One sample (from a female treated with saline without subsequent abstinence) was observed as an extreme outlier (Supplemental Fig. 1). This library was excluded from subsequent assessment of differential gene expression.

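In the 47 libraries analysed here, which do not include that one, the first 2 principal components of the 500 most variable genes, on a log2 CPM scale with a prior count of 2, carried 24.1% and 12.4% of the variance. The labelled sex accounted for a share of 0.576 of the variance along the first component, and the time point for a share of 0.000109. The distance of each library from the median of its group was over 3 times the median of these distances over all 47 libraries in 10 libraries. These were all 8 libraries of replicate 5, replicate 1 of methamphetamine-treated males after abstinence and replicate 4 of methamphetamine-treated females after abstinence. The farthest was replicate 5 of saline-treated females at day 11, at 5.23 times. On DESeq2's variance stabilizing scale 8 libraries, and over all 14412 genes that passed the filter 12 libraries, were over 3 times the median distance, and the farthest was then replicate 2 of methamphetamine-treated females after abstinence, at 5.07 and 8.02 times.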

Methamphetamine induced significant changes (false discovery rate < 0.10) in the transcription of 346 genes. This included 340 changes identified 24 h after the last methamphetamine injection (Fig. 1a) and 6 changes following 30 days of subsequent abstinence (Fig. 1b). 

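In hearts from females at day 11, 581 of 13890 tested genes were called by edgeR, of which 250 were higher and 331 lower with methamphetamine, and 1870 genes had an unadjusted p under 0.05. In hearts from males at day 11, edgeR called 0 of 13753 genes, with a lowest adjusted p of 0.179, although 2020 genes had an unadjusted p under 0.05, and DESeq2 on the same libraries called 163. Leaving replicate 5 out of every group moved the count in females most, to 1319 genes, which included 575 of the 581 genes, and gave 908 genes in males (468 higher and 440 lower). Without the same libraries, DESeq2 called more genes in males than in females, at 1500 against 1268, and in a single fit of all groups 1262 against 943. With the single library labelled saline-treated male replicate 5 left out, 1590 genes were called in males, and 9 without the library labelled methamphetamine-treated male replicate 5. In females, 980 genes were called without the library labelled methamphetamine-treated replicate 5. Leaving out 1 of the other methamphetamine-treated females, or replicate 1 or 4 of the saline-treated females, gave 332 to 380 genes. In counts simulated from these libraries, edgeR recovered 95% of 200 genes changed 2-fold in females and 94.5% in males, and false calls made up 12.8% and 8.70% of its calls. The simulated libraries were drawn independently, and no simulated group held a library of the other sex. These shares thus do not show how many changed genes were missed with replicate 5 kept.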

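After 30 days of abstinence, edgeR called 0 of 13545 genes in females, where 523 genes had an unadjusted p under 0.05, and 0 of 13606 genes in males, where 652 did and the lowest adjusted p was 0.103. DESeq2 on the same libraries called 26 genes in females and 23 in males. With the libraries of all groups in a single fit, DESeq2 called 169 genes in females and 3 in males, and edgeR called 130 and 0. Of these counts, that of 130 was 36 without the library labelled methamphetamine-treated female replicate 3, 57 without replicate 4 of that group, 216 without replicate 1 and 519 without replicate 2. Without replicate 5 in any group, edgeR called 0 genes in females, where 541 had an unadjusted p under 0.05, and 14 in males (8 higher and 6 lower), while DESeq2 called 20 and 68, and 222 and 16 with all groups in a single fit. In males, 5, 2 and 4 genes were called without replicate 5 or replicate 6 of the methamphetamine-treated or replicate 5 of the saline-treated males. In simulated counts, which held no library of the other sex, 86% of 200 genes changed 2-fold were recovered in the female comparison after abstinence.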

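No gene was called in both sexes at day 11 by edgeR on the libraries of each comparison, because none was called in males. A single edgeR fit of all groups called 46 genes in males, and 7 genes in both sexes with the same direction. DESeq2 called 27 genes in both sexes, all in the same direction, where 7.64 would be shared by chance, and 80.6% of the genes it called at day 11 were called in females only. When replicate 5 was left out of every group, edgeR called 279 genes in both sexes, 276 of them in the same direction, where 85.7 would be shared by chance, and the share called in females only was 53.4%. Across the 13669 genes tested in both sexes, the log2 fold changes of females and males had a Pearson's r of 0.320, which is a correlation across genes that are not independent replicates. Of the genes called in females, 79.3% changed in the same direction in males.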

Most (82%) methamphetamine-induced changes in gene expression occurred exclusively in female hearts [283 changes exclusively in females after 10 days of methamphetamine (Fig. 1a) plus 3 changes following 30 days of subsequent abstinence (Fig. 1b)], and most changes (98%; 340 out of 346 total changes) were identified 24 h after the last injection (Fig. 1a). Only 6 (2% of all changes) methamphetamine-induced changes in gene expression were identified 30 days after the last injection (Fig. 1b). Most methamphetamine-induced changes that were common to both male and female hearts were less than 2-fold in magnitude (Fig. 1c) and had no distinct functional commonalities with one another. 

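Of the genes that DESeq2 called in both sexes with the same direction, 4 changed 2-fold or more in females and 1 in males. Of those that edgeR called in both sexes with replicate 5 left out of every group, 47 changed 2-fold or more in females and 18 in males.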

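In females at day 11, 79 of the genes called by edgeR changed 2-fold or more, and 137 did so with replicate 5 left out of every group. All 36 genes of Table 2 were among the genes called, with the direction the table gives and a change of 2-fold or more. The largest changes in either direction were those of ENSRNOG00000042717, with a log2 fold change of 3.85 (adjusted p = 0.00200), and ENSRNOG00000012404, with -3.45 (adjusted p = 0.0486), for which the table gives no values. Rhobtb1 (ENSRNOG00000000633) rose from 44.9 ± 5.03 CPM (SD, n = 5) with saline to 192 ± 72.1 CPM (SD, n = 6) with methamphetamine, a log2 fold change of 2.09 (standard error 0.26, adjusted p = 0.00108 from edgeR). Spon2 (ENSRNOG00000006033) fell from 15.7 ± 5.96 CPM to 3.72 ± 2.07 CPM, a log2 fold change of -2.10 (standard error 0.31, adjusted p = 0.00279 from edgeR). Myl4 (ENSRNOG00000050675) fell from 29.9 ± 36.5 CPM to 3.66 ± 1.39 CPM, a log2 fold change of -3.04 (standard error 0.69, adjusted p = 0.0291 from edgeR). The saline-treated libraries of Myl4 ranged from 2.19 to 90.6 CPM, and without replicate 1 of that group its log2 fold change was -2.01 (adjusted p = 0.0950), with adjusted p between 0.000313 and 0.0981 over all alternatives.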

Changes in gene transcription in female hearts that were 2-fold or greater in magnitude following 10 days of methamphetamine treatment are shown in Table 2. There were no changes in transcription greater than 2-fold in magnitude in male hearts. 

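No gene of 2-fold or more was called in males at day 11 by edgeR on the libraries of that comparison, and none was called at any fold, while a single edgeR fit of all groups called 46 genes, 7 of them of 2-fold or more. Among the genes called by DESeq2 on the same libraries, 13 changed 2-fold or more, and 14 did with all groups in a single DESeq2 fit. After replicate 5 was left out of every group, edgeR called 52 such genes. Leaving out the library labelled saline-treated male replicate 5 alone gave 42, and leaving out the library labelled methamphetamine-treated male replicate 5 alone gave 4.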

The lists of all changes identified exclusively in female hearts or exclusively in male hearts are shown in Supplemental Table 1 and Supplemental Table 2, respectively. 

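The list of females in Supplemental Table 1 holds 283 genes, all of which were tested here and changed in the listed direction in females at day 11. Of these, 267 were called by edgeR, and 280 were called with replicate 5 left out of every group. In males at day 11, 226 of the 283 genes changed in the direction listed for females (79.9%) and 0 were called by edgeR, while DESeq2 called 9. Without replicate 5 in any group, 246 of the genes (86.9%) changed in that direction in males and 80 were called. Of the 48 genes listed for males in Supplemental Table 2, edgeR called 0 in males at day 11, DESeq2 called 36, and DESeq2 with all groups in a single fit called all 48. When replicate 5 was left out of every group, edgeR called 46 of them. In females at day 11, 40 of the 48 genes changed in the direction listed for males (83.3%) and 4 were called by edgeR, and without replicate 5 these numbers were 43 and 15. Both lists were chosen by the study on these same libraries, so the counts in the comparison each list comes from are not independent evidence.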

All sequencing data have been submitted to NCBI GEO and are available via accession number GSE158655.

**Fig. 1:**
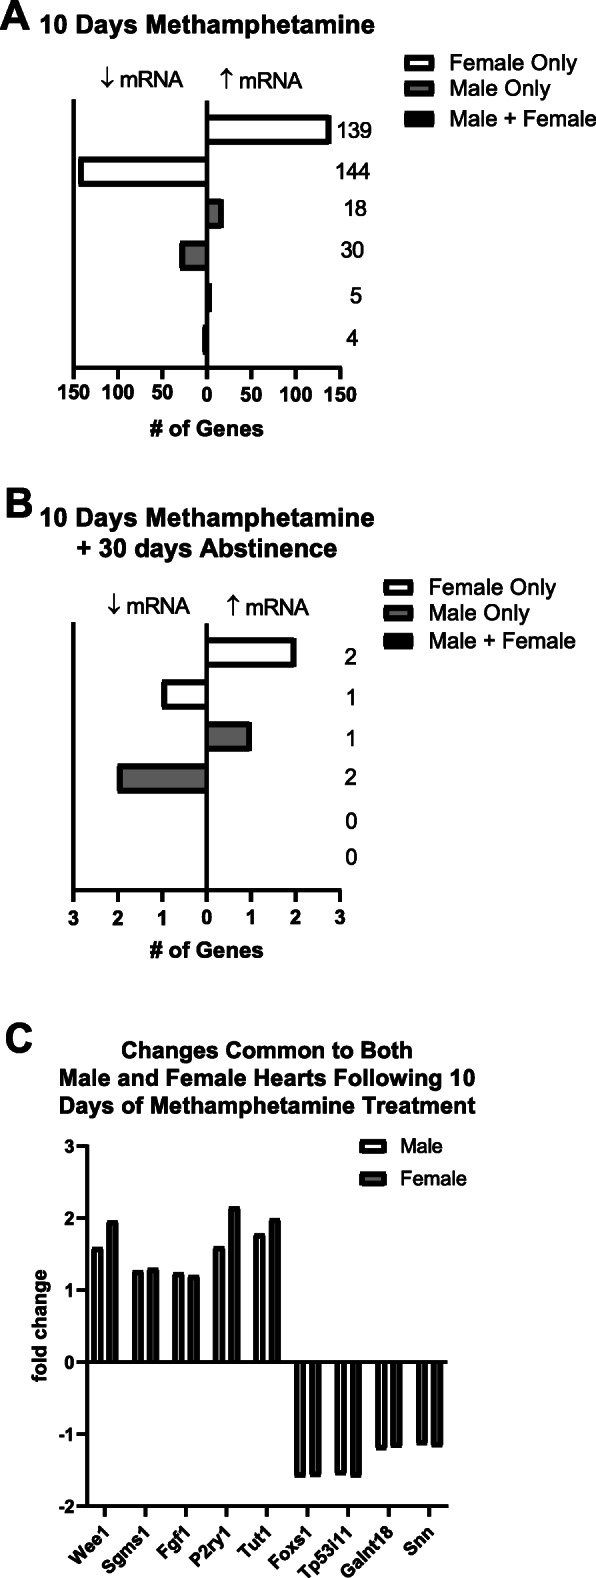
Methamphetamine-induced changes in gene expression are more prevalent in female hearts than in male hearts. RNA sequencing identified changes in the transcription of 346 genes. Changes in 340 genes were identified 24 h after the last methamphetamine injection **a**. Only 6 changes were identified following 30 days of subsequent abstinence **b**. Most (97%) methamphetamine-induced changes in gene transcription were sex dependent with the majority (82%) occurring exclusively in female hearts **a**. Methamphetamine induced changes in only 9 transcripts that were common to both male and female hearts **a, c**

**Table 2:** Changes in gene expression (2-fold or greater) in female hearts following 10 days methamphetamine treatment. FPKM values represent the mean ± SEM of 5 saline-treated and 6 methamphetamine-treated animals

Ensembl Identification	symbol	Gene Name	Saline FPKM	Meth FPKM	Effect (Fold up/ down)	Padj
ENSRNOG00000021027	Dbp*	D-site binding protein	8.2 ± 3.7	76.4 ± 31	9.3 Up	2.1 E-05
ENSRNOG00000050675	Myl4	Myosin Light Chain 4	4.6 ± 1.9	37.4 ± 17	8.2 Down	0.00024
ENSRNOG00000018413	Per3*	Period Circadian Regulator 3	2.1 ± 0.9	17.3 ± 7.1	8.2 Up	9.3 E-06
ENSRNOG00000020254	Per2*	Period Circadian Regulator 2	3.3 ± 1.5	20.3 ± 8.3	6.1 Up	4.0 E-05
ENSRNOG00000014448	Bmal1 / Arntl*	Aryl hydrocarbon receptor nuclear translocator-like protein 1	21.9 ± 9.8	3.9 ± 1.6	5.6 Down	0.019
ENSRNOG00000013408	Npas2*	Neuronal PAS domain protein 2	7.3 ± 3.3	1.7 ± 0.7	4.3 Down	0.0013
ENSRNOG00000000633	Rhobtb1	Rho Related BTB Domain Containing 1	8.7 ± 3.9	37.2 ± 15.2	4.3 Up	5.9E-06
ENSRNOG00000006033	Spon2	Spondin 2	8.3 ± 3.7	2 ± 0.8	4.2 Down	7.5E-05
ENSRNOG00000029980	Zbtb16	Zinc Finger and BTB Domain containing 16	4.8 ± 2.1	18.7 ± 7.6	3.9 Up	0.00033
ENSRNOG00000019383	Tef	Thyrotroph embryonic factor	18 ± 8	62.4 ± 25.5	3.5 Up	8.8E-06
ENSRNOG00000020525	Col5a3	Collagen type V Alpha 3 chain	13.5 ± 6	4 ± 1.6	3.4 Down	5.9E-06
ENSRNOG00000001469	Eln	Elastin	45 ± 20	14 ± 5.7	3.2 Down	2.1E-05
ENSRNOG00000045821	Slc41a3	Solute carrier Family 41 Member 3	57.2 ± 25.6	19.3 ± 7.9	2.963 Down	0.00017
ENSRNOG00000046912	Nr1d2	Nuclear receptor subfamily 1, group D, member 2	11.1 ± 5	30.5 ± 12.4	2.7 Up	0.00017
ENSRNOG00000010947	Mmp14	Matrix metallopeptidase 14	22.9 ± 10.2	8.4 ± 3.4	2.7 Down	1.2E-05
ENSRNOG00000003515	Ephx1	Epoxide hydrolase 1	7.5 ± 3.3	20.2 ± 8.3	2.7 Up	1.5E-05
ENSRNOG00000060511	NA	Neuraminidase	8.8 ± 3.9	23.3 ± 9.5	2.6 Up	2.9E-05
ENSRNOG00000049422	Fcgr2a	Fc fragment of IgG receptor II a	6.5 ± 2.9	2.5 ± 1	2.6 Down	0.0026
ENSRNOG00000000521	Cdkn1a	Cyclin dependent kinase inhibitor 1A	31.8 ± 14.2	12.2 ± 5	2.6 Down	0.00089
ENSRNOG00000046663	Fcgr2a	Fc fragment of IgG receptor II a	11.6 ± 5.2	4.5 ± 1.8	2.6 Down	0.0015
ENSRNOG00000056153	Fam46b	Family with sequence similarity 46, member B	4.8 ± 2.1	11.9 ± 4.9	2.5 Up	0.018
ENSRNOG00000000885	LOC100362819		8.9 ± 4	3.6 ± 1.5	2.5 Down	0.00024
ENSRNOG00000001414	Serpin E1	Endothelial plasminogen activator inhibitor-1	7.2 ± 3.2	17.3 ± 7.1	2.4 Up	5.5E-05
ENSRNOG00000029810	Tspan4	Tetraspanin-4	12.1 ± 5.4	29.2 ± 11.9	2.4Up	0.00053
ENSRNOG00000055564	RGD1564664		9.5 ± 4.2	4.1 ± 1.7	2.3 Down	0.0019
ENSRNOG00000017716	Ucp3	Mitochondrial uncoupling protein 3	10.5 ± 4.7	4.6 ± 1.9	2.3 Down	0.014
ENSRNOG00000049324	LOC100911766		5.5 ± 2.5	12.4 ± 5.1	2.3 Up	0.0005
ENSRNOG00000008680	Loxl1	Lysyl oxidase homolog 1	14.9 ± 6.7	6.7 ± 2.7	2.2 Down	8.6E-05
ENSRNOG00000058500	LOC103694908		10.7 ± 4.8	4.9 ± 2.0	2.2 Down	0.015
ENSRNOG00000000906	Medag	Mesenteric estrogen dependent adipogenesis	20 ± 9	9.3 ± 3.8	2.2 Down	7.3E-05
ENSRNOG00000011800	F3	Platelet tissue factor	5.5 ± 2.5	12 ± 5	2.2 Up	0.001
ENSRNOG00000004699	Fibin	Fin Bud Initiation Factor Homolog	9.4 ± 4.2	4.4 ± 1.8	2.1 Down	0.0007
ENSRNOG00000003228	Mid1ip1	MID 1 Interacting Protein 1	31.6 ± 14.1	67.7 ± 27.6	2.1 Up	7.6E-06
ENSRNOG00000006663	Usp2	Ubiquitin Specific Peptidase 2	14.2 ± 6.3	30.1 ± 12.3	2.1 Up	0.015
ENSRNOG00000016573	Dgat2	Diacylglycerol O-Acyltransferase 2	5.8 ± 2.6	12.1 ± 5	2.1 Up	0.0019
ENSRNOG00000005271	Rapgef5	Rap guanine nucleotide exchange factor 5	8.8 ± 3.9	17.6 ± 7.2	2.0 Up	1.2E-05

Effects labeled “up” or “down” indicate methamphetamine-induced increases or decreases in FPKM values of methamphetamine-treated rats compared to saline treated rats. * indicates genes involved in regulating the circadian clock

### Methamphetamine induced changes in gene transcription are larger in magnitude in female hearts compared to male hearts

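The 10 called genes with the largest changes in females at day 11 changed on average 7.63-fold (standard error over genes 1.03). The low-count filter moved this mean most, to 18.7-fold when no filter was applied. Over the 10 genes that Fig. 2 gives for females, the mean was 5.79-fold (standard error over genes 0.670), and with the library labelled methamphetamine-treated female replicate 5 left out it was 9.46-fold. No such mean exists for males with edgeR on the libraries of that comparison, because no gene was called, and in a single edgeR fit of all groups it was 3.80-fold. Over the 10 genes that Fig. 2 gives for males, whatever their adjusted p here, the mean change in males was 1.51-fold (standard error over genes 0.0359). The 10 largest changes among the genes that DESeq2 called in males averaged 4.19-fold (standard error over genes 1.55), less than among those it called in females. With replicate 5 left out of every group, the 10 largest changes called by edgeR averaged 6.28-fold in males and 14.2-fold in females. The genes were chosen by the size of their change, so these means were not tested.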

The top 10 changes in gene transcription (in terms of the magnitude of changes to individual genes) averaged 5.7 ± 0.7-fold in female hearts compared to a 1.5 ± 0.04-fold change in male hearts (Fig. 2). Thus, methamphetamine had a greater impact on myocardial gene expression in female hearts than in males, both in terms of the number of genes that were upregulated / downregulated (Fig. 1) and the magnitude (Fig. 2) of the changes.

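The difference between the sexes was tested itself, as the methamphetamine effect in females minus that in males at day 11. Of 14278 genes, 17 were called by edgeR, of which 12 had the higher value in females and 5 in males, and 1038 had an unadjusted p under 0.05. The lowest adjusted p was 0.0798, so that 0 genes were called at an adjusted p under 0.05. Among the called genes, the largest differences were those of Dbp, at 3.25 on the log2 scale (standard error 0.63, adjusted p = 0.0798 from edgeR), and Per3, at 2.55 (standard error 0.52, with the same adjusted p). Klf10 differed by 1.06 (standard error 0.22), with a log2 fold change of 0.49 in females and -0.57 in males. DESeq2 called 45 genes, or 188 with replicate 5 left out of every group, limma voom with sample quality weights 166, and edgeR with replicate 5 left out of every group 114, which included all 17. With 1 library left out in turn, 0 genes were called in 17 of 23 fits, which covered libraries of all 4 groups, and 102 without the library labelled methamphetamine-treated female replicate 5. Dbp was no longer called in 22 of 33 alternatives, with an adjusted p from 0.000482 to 0.175 over them, and Per3 in 23 of 33, with an adjusted p from 6.24e-05 to 0.264. The paper compares the number of genes called in each sex and the mean fold of the 10 largest changes in each sex, both higher in females, and from these concludes that methamphetamine had the larger effect on gene expression in hearts of females.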

**Fig. 2:**
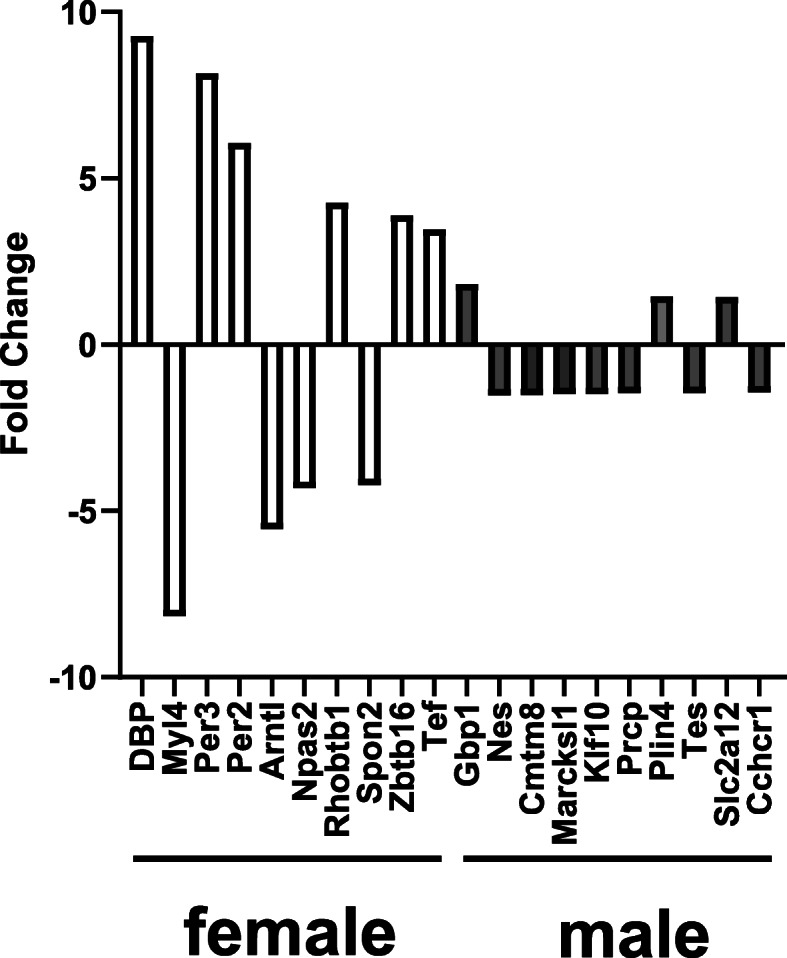
Methamphetamine induced larger changes in gene transcription in female hearts compared to male hearts. Methamphetamine-induced changes in gene transcription were ranked according to their magnitude. The top 10 genes (in terms of the largest methamphetamine-induced changes) in male and female hearts were identified. The magnitude of methamphetamine-induced change in gene transcription was significantly (*p* < 0.0001) greater in female hearts (5.7 ± 0.7-fold) than in male hearts (1.5 ± 0.04-fold)

### Global expression profiling analysis

Global expression profiling of differentially expressed genes identified pathways and functions that were overrepresented following 10 days of methamphetamine treatment. The top 20 pathways and functions (ordered by false discovery rate) altered by methamphetamine in male and female hearts are shown in Table 3. Supplemental Table 3 and Supplemental Table 4 show the full list of pathways with FDR < 0.05 in female and male hearts, respectively. We observe that 6 of the top 20 functions and pathways for female hearts are associated with circadian rhythms, whereas these functions are absent in the comparison for the male hearts.

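A list of circadian clock genes was tested as a set. Of its genes, 12 could be matched to the files: Per2, Per3, Dbp, Tef, Nr1d1, Nr1d2 and Cry2, counted upwards, against Arntl (Bmal1), Npas2, Clock, Nfil3 and Cry1, counted downwards. By fry, a set test of limma, the list moved upwards in females at day 11 (adjusted p = 0.00203 over 4 comparisons), and did not pass in males at day 11 (adjusted p = 0.485). The preset correlation of camera gave adjusted p = 2.74e-17 and 0.0956 for the same comparisons, and camera with an estimated correlation gave 0.0494 and 0.558. After replicate 5 was left out of every group, fry gave adjusted p = 3.17e-08 in females and 0.00656 in males, but camera with an estimated correlation gave 0.126 in males. In females at day 11, 11 of the 12 genes were called by edgeR, both over all genes tested and adjusted over the list alone. Cry1 was not called, at a log2 fold change of 0.08 (adjusted p = 0.884), and its sign changed with the processing. In males at day 11, 0 of the 12 genes were called over all genes tested and 6 adjusted over the list alone. Those counts were 6 and 9 with replicate 5 left out of every group. All 12 genes could be matched only because the study's tables of changed genes, made from these libraries, name them: 9 are in its list for females at day 11 and 3 in its Table 4 for males after abstinence. The p values of the list in females at day 11, and the counts adjusted over the list alone, are thus not independent evidence.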

**Table 3:** Top 20 functions and pathways (ranked by False Discovery Rate) associated with differentially expressed genes in female (**A**) or male (**B**) hearts following 10 days of injection with either methamphetamine or saline

# of Enriched Genes	Category	Description	FDR value
**A. Female Hearts**			
12	NetworkNeighborAL	Circadian rhythm, and PAR basic leucine zipper protein	3.03E-10
11	NetworkNeighborAL	Circadian rhythm, and PAR basic leucine zipper protein	3.18E-10
17	Reference publications	Analysis of gene regulatory networks in the mammalian circadian rhythm [21]	7.19E-09
73	GO Process	negative regulation of cellular process	9.21E-09
78	GO Process	negative regulation of biological process	9.21E-09
62	GO Process	regulation of biosynthetic process	9.21E-09
14	NetworkNeighborAL	mixed, incl. Circadian rhythm, and Basic region leucine zipper	3.32E-08
42	GO Process	response to abiotic stimulus	4.32E-08
13	NetworkNeighborAL	mixed, incl. Circadian rhythm, and Basic region leucine zipper	5.19E-08
107	GO Process	response to stimulus	6.70E-08
78	GO Process	response to chemical	6.70E-08
75	GO Process	regulation of primary metabolic process	1.15E-07
94	GO Function	protein binding	1.32E-07
152	GO Process	cellular process	1.32E-07
57	GO Process	regulation of cellular biosynthetic process	1.39E-07
79	GO Process	regulation of metabolic process	1.39E-07
39	GO Process	positive regulation of biosynthetic process	1.39E-07
8	NetworkNeighborAL	Circadian rhythm	1.57E-07
75	GO Process	regulation of cellular metabolic process	1.89E-07
116	GO Process	regulation of cellular process	2.09E-07
**B. Male Hearts**			
3	Reactome Pathways	Activation of C3 and C5	0.0035
4	UniProt Keywords	Multifunctional enzyme	0.0043
23	UniProt Keywords	Acetylation	0.0043
38	UniProt Keywords	Phosphoprotein	0.0053
6	Reference publications	Fibrosis and progression of autosomal dominant polycystic kidney disease (ADPKD) [22]	0.0098
16	GO Function	carbohydrate derivative binding	0.0147
20	GO Function	anion binding	0.0147
30	GO Function	ion binding	0.0147
10	GO Function	cytoskeletal protein binding	0.0147
32	GO Function	protein binding	0.0147
47	GO Function	binding	0.0147
6	Reference publications	Recent highlights on bone stem cells: a report from Bone Stem Cells 2009, and not only [23].	0...0167
6	UniProt Keywords	Actin-binding	0.0176
4	Reference publications	Transitional Remodeling of the Hepatic Extracellular Matrix in Alcohol-Induced Liver Injury [24]	0.0187
4	Reference publications	Influence of culture conditions and extracellular matrix alignment on human mesenchymal stem cells invasion into decellularized engineered tissues [25]	0.0187
5	Reference publications	(2014) Osteopontin deletion prevents the development of obesity and hepatic steatosis via impaired adipose tissue matrix remodeling and reduced inflammation and fibrosis in adipose tissue and liver in mice [26]	0.0187
17	UniProt Keywords	Nucleotide-binding	0.0214
17	GO Function	small molecule binding	0.0238
6	GO Function	actin binding	0.0238
4	GO Function	actin filament binding	0.0275

### Changes in gene expression following 10 days of methamphetamine injections followed by 30 days of subsequent abstinence

All methamphetamine-induced changes in gene transcription observed following 10 days of methamphetamine treatment returned to baseline following 30 days of subsequent abstinence from the drug, indicating that methamphetamine does not induce changes in cardiac gene expression that persist long-term after the drug has been discontinued. 

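The change of the methamphetamine effect with time was tested itself, as the effect at day 11 minus the effect after abstinence. In females, edgeR called 33 of 14144 genes, 8 with the higher effect at day 11 and 25 with the lower, and 1263 genes had an unadjusted p under 0.05. In males, 21 of 14064 genes were called, 14 with the higher effect at day 11 and 7 with the lower, and 1431 had an unadjusted p under 0.05. Both counts rose most by DESeq2 with replicate 5 left out of every group. They reached 490 in females in a single fit of all groups and 266 in males on the libraries of that comparison. With 1 library left out in turn, edgeR's counts fell to as few as 2 in females and 0 in males. DESeq2 called 2 genes at both time points in females, and 2 genes were called by edgeR at both time points in males with replicate 5 left out of every group. Of the genes of Supplemental Table 1, 64.0% kept their direction in females after abstinence, with a median log2 fold change in the listed direction of 0.04, against 0.43 at day 11, and 77.4% kept it with replicate 5 left out of every group. The time point was also the sequencing pool.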

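In females after abstinence, Ptprc (ENSRNOG00000000655) stood at 22.7 ± 1.56 CPM (SD, n = 6) with saline and 38.8 ± 19.5 CPM (SD, n = 6) with methamphetamine, a log2 fold change of 0.78 (standard error 0.24, adjusted p = 0.997 from edgeR). The methamphetamine-treated libraries of Ptprc ranged from 20.7 to 74.5 CPM, and without replicate 3, which had the highest value, the log2 fold change was 0.49. Hmgb2 (ENSRNOG00000013167) had a log2 fold change of 0.69 (standard error 0.22) and Gcat (ENSRNOG00000055408) one of -0.33 (standard error 0.11), both with the same adjusted p as Ptprc. With all groups in a single DESeq2 fit, the adjusted p was 0.00423 for Ptprc and Hmgb2 and 0.00904 for Gcat, and over all alternatives it lay between 0.00423 and 1.000 for Ptprc and for Hmgb2 and between 0.00904 and 1.000 for Gcat. In males after abstinence, Nr1d1 (ENSRNOG00000009329) rose from 32.9 ± 11.9 CPM (SD, n = 6) to 94.4 ± 38.5 CPM (SD, n = 6), a log2 fold change of 1.51 (standard error 0.28, adjusted p = 0.240 from edgeR). Nfil3 (ENSRNOG00000011668) fell from 27.7 ± 2.78 CPM to 15.5 ± 3.85 CPM, a log2 fold change of -0.84 (standard error 0.13, adjusted p = 0.103 from edgeR). Cry1 (ENSRNOG00000006622) fell from 17.2 ± 2.84 CPM to 9.53 ± 3.30 CPM, a log2 fold change of -0.86 (standard error 0.18, adjusted p = 0.381 from edgeR). These 3 genes were called by DESeq2 on the same libraries and, with replicate 5 left out of every group, by edgeR, with adjusted p = 0.00521 for Nr1d1, 0.00222 for Nfil3 and 0.0485 for Cry1. Over all alternatives the adjusted p lay between 0.00521 and 0.711 for Nr1d1, between 1.26e-05 and 0.395 for Nfil3 and between 0.0132 and 0.764 for Cry1. All 6 methamphetamine-treated libraries lay on the same side of the saline median for each of these 3 genes.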

Treating male and female rats with methamphetamine followed by 30 days of subsequent abstinence resulted in changes in mRNA transcripts encoding 6 genes (3 in male hearts and 3 in female hearts) compared to control rats that were treated with saline for 10 days prior to 30 days of subsequent abstinence (Fig. 1b; Table 4). These genes were not identified as significantly different in hearts collected immediately after 10 days of methamphetamine exposure. 

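In females at day 11, Nr1d1 rose from 36.2 ± 12.5 CPM (SD, n = 5) to 71.6 ± 20.8 CPM (SD, n = 6), a log2 fold change of 0.99 (standard error 0.23, adjusted p = 0.0316 from edgeR). Nfil3 fell by 0.55 on the log2 scale in the same comparison (standard error 0.14, adjusted p = 0.0520 from edgeR). Over all alternatives the adjusted p lay between 0.000177 and 0.102 for Nr1d1 and between 0.000698 and 0.134 for Nfil3, which was not called in 10 of 21 settings. Ptprc, Hmgb2 and Gcat had log2 fold changes of -0.11, -0.16 and 0.13 in females at day 11, with an adjusted p of 0.782, 0.436 and 0.435. In males at day 11, none of Nr1d1 (-0.64, adjusted p = 0.326), Nfil3 (0.13, adjusted p = 0.753) and Cry1 (0.46, adjusted p = 0.274) was called by edgeR.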

Global expression profiling analysis was not performed in these hearts because of the small number of changes in gene transcription that were identified (3 changes in male and 3 changes in female) following the period of abstinence.

**Table 4:** Changes in myocardial gene expression in rats treated with saline or methamphetamine (5 mg/kg) for 10 days followed by 1 month of abstinence

		Saline FPKM	Meth FPKM	Effect (Fold Up/Down)	P_**adj**_
**Female**	Ptprc ENSRNOG00000000655	4.5 ± 0.1	7.6 ± 1.6	1.7 Up	0.007
	Hmgb2 ENSRNOG00000013167	17 ± 1	27 ± 5	1.6 Up	0.007
	GCAT ENSRNOG00000055408	17 ± 0.7	14 ± 0.9	1.3 Down	0.02
**Male**	Nr1d1 ENSRNOG00000009329	13 ± 2	37 ± 6	2.9 Up	0.01
	Cry1 ENSRNOG00000006622	5.9 ± 0.4	3.2 ± 0.5	1.8 Down	0.02
	Nfil3 ENSRNOG00000011668	14 ± 0.6	7.9 ± 0.8	1.8 Down	0.02

FPKM values represent the mean ± SEM of 5–6 animals

### Methamphetamine sex-dependently alters transcription of genes that regulate the circadian clock

Methamphetamine-induced changes in gene expression in female hearts (following 10 days of saline or methamphetamine treatment) were ranked according to the magnitude of the methamphetamine-induced effect (Table 2). Notably, 5 of the top 6 changes in gene expression (in terms of the magnitude of changes) in hearts from female rats involved genes that regulate the circadian clock. mRNA transcripts encoding Per2 (Fig. 3a), Per3 (Fig. 3c), and Dbp (Fig. 3e) increased at least 6-fold following 10 days of methamphetamine treatment, while BmalI (Fig. 3g and Npas2 (Fig. 3i) demonstrated 4.3 and 5.5-fold decreases in mRNA transcripts, respectively. 

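Per2 (ENSRNOG00000020254) rose from 19.5 ± 2.48 CPM (SD, n = 5) in saline-treated females to 118 ± 43.5 CPM (SD, n = 6) in methamphetamine-treated females, a log2 fold change of 2.60 (standard error 0.30, adjusted p = 0.00108 from edgeR). Per3 (ENSRNOG00000018413) rose from 13.8 ± 5.89 CPM to 113 ± 43.3 CPM, a log2 fold change of 3.05 (standard error 0.37), and Dbp (ENSRNOG00000021027) from 14.1 ± 5.07 CPM to 131 ± 58.9 CPM, a log2 fold change of 3.23 (standard error 0.41), both with an adjusted p of 0.00108 from edgeR. All 6 methamphetamine-treated libraries were above the saline median for each of these genes. Arntl (Bmal1, ENSRNOG00000014448) fell from 65.6 ± 11.9 CPM to 11.8 ± 24.0 CPM, a log2 fold change of -2.52 (standard error 0.72, adjusted p = 0.0853 from edgeR), with 5 of 6 methamphetamine-treated libraries below the saline median. Npas2 (ENSRNOG00000013408) fell from 31.6 ± 2.22 CPM to 7.28 ± 8.10 CPM, a log2 fold change of -2.14 (standard error 0.39, adjusted p = 0.0112 from edgeR). The library labelled methamphetamine-treated female replicate 5 stood apart for these genes, with 60.7 CPM of Arntl, where the other methamphetamine-treated libraries had 1.50 to 2.47 CPM, and with 21.8 CPM of Dbp, where they had 110 to 182 CPM. Without replicate 5 in any group, the log2 fold change of Arntl was -5.12 (adjusted p = 9.72e-12 from edgeR). Arntl was not called in 10 of its 20 settings, and its adjusted p lay between 9.72e-12 and 0.190, whereas Per2, Per3, Dbp and Npas2 were called under every alternative tried.

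**Figure D2:**
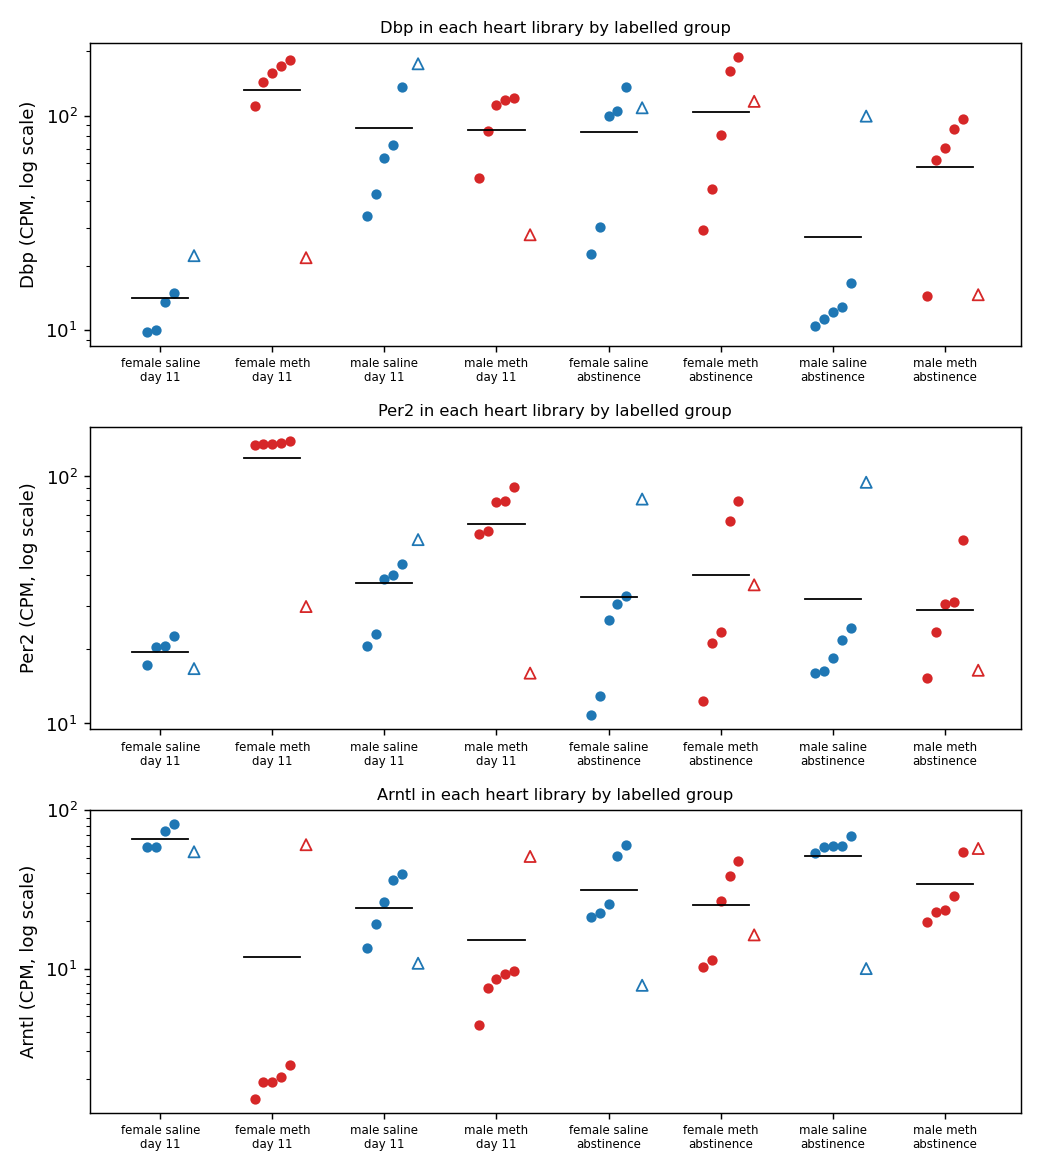
Expression in CPM, on a log scale, of Dbp, Per2 and Arntl in each heart library by labelled group, with the group mean as a line. Circles are replicates other than 5 and open triangles are replicate 5, blue is saline and red is methamphetamine. In methamphetamine-treated females at day 11, Arntl is 60.7 CPM in replicate 5 and 1.50 to 2.47 CPM in the other libraries.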

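Clock (ENSRNOG00000002175) fell from 85.9 ± 8.95 CPM (SD, n = 5) in saline-treated females at day 11 to 49.7 ± 18.6 CPM (SD, n = 6) in methamphetamine-treated females, a log2 fold change of -0.80 (standard error 0.17, adjusted p = 0.0235 from edgeR). Cry2 (ENSRNOG00000007478) rose from 46.2 ± 3.48 CPM to 76.1 ± 9.92 CPM, a log2 fold change of 0.72 (standard error 0.09, adjusted p = 0.00108 from edgeR). Tef rose by 1.80 on the log2 scale (standard error 0.23) and Nr1d2 by 1.46 (standard error 0.26). These 4 genes were called under every alternative tried, with a highest adjusted p of 0.0714 for Clock and 0.0113 for Cry2. A clock score was formed for each library as the mean log2 CPM of Per2, Per3, Dbp, Tef, Nr1d1, Nr1d2 and Cry2 minus that of Arntl (Bmal1), Npas2, Clock, Nfil3 and Cry1, of which 9 are in the study's list of genes changed in females at day 11, so that the score is not independent of that comparison. It was -0.40 ± 0.50 (SD, n = 5) in saline-treated and 3.08 ± 1.39 (SD, n = 6) in methamphetamine-treated females at day 11, a difference of 3.48 (two-sided exact permutation test, p = 0.00649, adjusted p = 0.0130 over 6 comparisons of the score). When replicate 5 was left out of every group, the difference was 4.23 (exact permutation p = 0.00794, the smallest that 5 libraries against 4 allow).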

RNA sequencing identified smaller (but statistically significant) changes in the transcription of additional circadian clock-related genes in female hearts including CLOCK (Fig. 3k), and Cry2 (Fig. 3m). RNA sequencing identified no methamphetamine-induced changes in the transcription of these genes in male hearts (Fig. 3 panels A, C, E, G, I, K, and M). Furthermore, these sex-dependent changes in gene transcription were reversible, as none of the changes persisted in female hearts following 30 days of abstinence from the drug.

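In males at day 11, Per2 stood at 37.0 ± 13.2 CPM (SD, n = 6) with saline and 63.9 ± 26.5 CPM (SD, n = 6) with methamphetamine, a log2 fold change of 0.78 (standard error 0.32, adjusted p = 0.302 from edgeR). Npas2 changed by -0.93 (adjusted p = 0.330), Arntl (Bmal1) by -0.70 (adjusted p = 0.492), Per3 by 0.49 (adjusted p = 0.428), Cry2 by 0.32 (adjusted p = 0.324) and Clock by -0.08 (adjusted p = 0.773) on the log2 scale. After replicate 5 was left out of every group, 5 of these 6 genes were called by edgeR: Npas2 at -1.79 (adjusted p = 0.00416), Arntl at -1.76 (adjusted p = 0.0130), Per2 at 1.14 (adjusted p = 0.0216), Cry2 at 0.53 (adjusted p = 0.0204) and Per3 at 0.88 (adjusted p = 0.0344). Clock was not called (adjusted p = 0.243). Over all alternatives the adjusted p lay between 0.00416 and 0.481 for Npas2 and between 0.0130 and 0.661 for Arntl, and reached 0.461 for Per2, 0.463 for Cry2 and 0.654 for Per3. The clock score was 1.87 ± 0.88 (SD, n = 6) in saline-treated and 2.42 ± 1.05 (SD, n = 6) in methamphetamine-treated males, a difference of 0.55 (two-sided exact permutation test, p = 0.335). Without replicate 5 in any group, the difference was 1.20 (exact permutation test, p = 0.0159). With the library labelled methamphetamine-treated male replicate 5 alone left out, it was 0.97 (exact permutation test, p = 0.0476). The effect on the score was larger in females than in males by 2.93 (permutation test, p = 0.00509), and by 3.03 with replicate 5 left out (permutation test, p = 3.00e-05). However, 9 of the 12 genes of the score are in the study's list for females only, which favours a larger effect in females. On only the 3 other genes, Nr1d1, Nfil3 and Cry1, the effect in females minus that in males was 2.22 (permutation test, p = 0.0247). It was 1.19 in females and -1.02 in males, so the shifts were opposite and of similar size. The 2.22 also includes a difference of -2.53 between saline-treated females and males on these genes. For these genes, this argues against the choice from that list as the whole source of a difference between the sexes. It does not show a larger effect in females. The saline-treated groups differed as well, with a score in females 2.27 below that in males, a difference of -2.27 (two-sided exact permutation test, p = 0.00216).

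**Figure D3:**
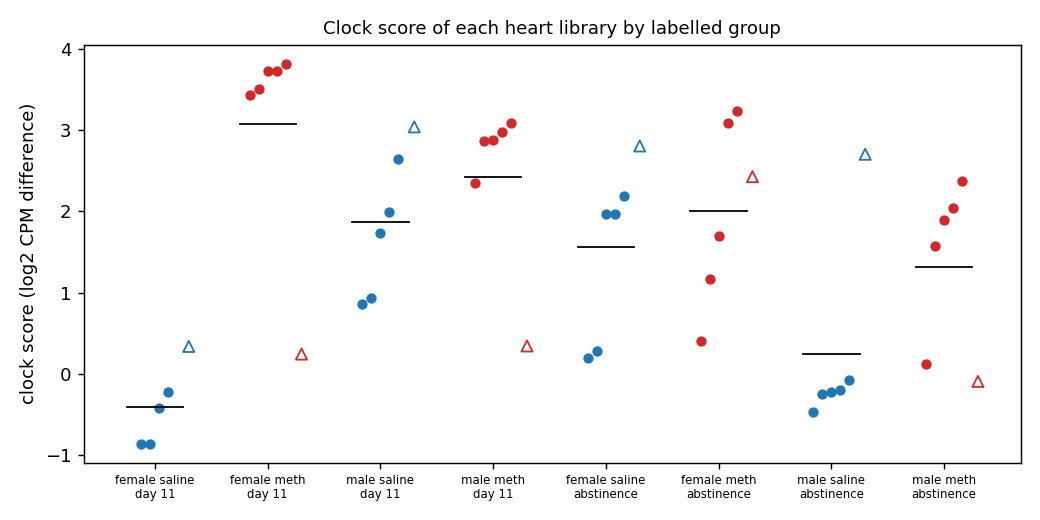
Clock score of each heart library by labelled group, in log2 CPM units, with the group mean as a line. Circles are replicates other than 5 and open triangles are replicate 5, blue is saline and red is methamphetamine. The group means at day 11 are -0.40 and 3.08 in females with saline and methamphetamine and 1.87 and 2.42 in males.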

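In females after abstinence, the log2 fold changes of Per2, Per3, Dbp and Cry2 were 0.32, 0.30, 0.31 and 0.15, and those of Arntl (Bmal1), Npas2 and Clock were -0.33, -0.30 and -0.03. None was called by edgeR, with an adjusted p of 0.997 for each. The spread between libraries was wide, with Dbp at 83.8 ± 46.1 CPM (SD, n = 6) in saline-treated and 103 ± 62.9 CPM (SD, n = 6) in methamphetamine-treated females. The clock score differed by 0.44 between the groups (two-sided exact permutation test, p = 0.500), and by 0.60 with replicate 5 left out of every group (exact permutation test, p = 0.405). With the series of rat numbers as a block, the difference was 1.01 (exact permutation test within series, p = 0.0446). Tested against day 11, the change in the effect was called for Per3, at 2.75 on the log2 scale (adjusted p = 0.0921 from edgeR), and not for Dbp, at 2.92 (adjusted p = 0.103).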

**Fig. 3:**
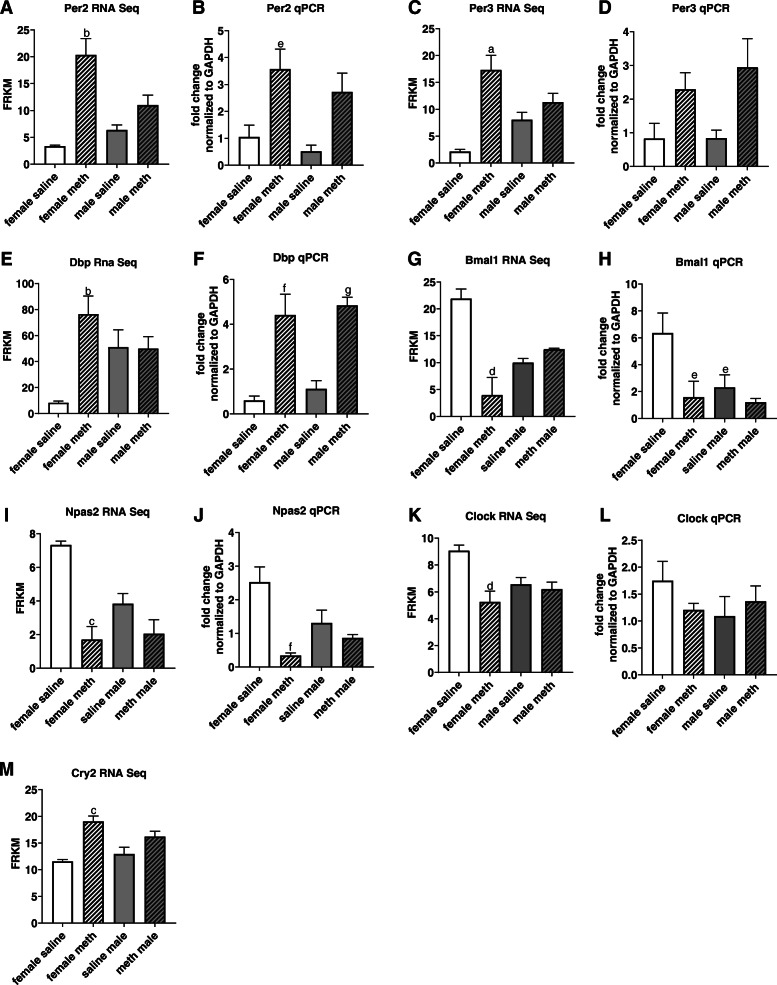
Methamphetamine selectively regulates transcription of circadian clock-related genes in female hearts. Methamphetamine-induced changes in genes that regulate the circadian rhythm were identified by RNA sequencing and qPCR. RNA sequencing identified significant effects of methamphetamine on the number of transcripts encoding Per2 **a**, Per3 **c**, Dbp **e**, Bmal1 **g**, Npas2 **i**, Clock **k**, and Cry2 **m**. Two-way ANOVA of qPCR data indicated significant effects of methamphetamine on the number of transcripts encoding Per2 [F = 17 [1, 20], *p* < 0.0005] **b**, Dbp [F = 47 [1, 20], *p* < 0.0001] **f**, BmalI [F = 51 [1, 20], *p* < 0.05] **h**, and Npas2 [F = 19 [1, 19], *p* < 0.0005] **j**. There was also a significant interaction between sex and methamphetamine on Npas transcription [F = 8 [1, 19], *p* < 0.01] **j**. ^a^ indicates p_adj_ < 0.0001 compared to hearts from saline treated females. ^b^ indicates p_adj_ < 0.00005 compared to hearts from saline treated females. ^c^ indicates p_adj_ < 0.0005 compared to hearts from saline treated females. ^d^ indicates p_adj_ < 0.001 compared to hearts from saline treated females. ^e^ indicates *p* < 0.05 vs female saline; ^f^ indicates *p* < 0.0005 vs female saline; ^g^ indicates *p* < 0.0005 vs male saline. Data represent the mean ± SEM of 5–6 animals

Quantitative PCR was used to confirm changes in the expression of selected genes that regulate the circadian clock. Results from qPCR mirrored those from RNA sequencing for transcripts encoding Per 2 (Fig. 3a-b), BMAL1 (Fig. 3g-h), and NPAS2 (Fig. 3i-j). qPCR data were also similar to those of RNA sequencing for Per3 (Fig. 3c-d) and CLOCK (Fig. 3k-l), but these changes only reached statistical significance when measured by RNA sequencing. 

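Dbp stood at 87.2 ± 55.5 CPM (SD, n = 6) in saline-treated and 85.7 ± 38.8 CPM (SD, n = 6) in methamphetamine-treated males at day 11, a log2 fold change of -0.03 (standard error 0.39, adjusted p = 0.973 from edgeR). The saline-treated males ranged from 34.1 to 174 CPM, with the highest value in replicate 5, and the methamphetamine-treated males from 27.9 to 120 CPM, with the lowest value in replicate 5. When replicate 5 was left out of every group, the log2 fold change was 0.47 (adjusted p = 0.390 from edgeR). Its sign also turned positive with 1 library left out in 4 of 12 cases, which were replicates 2 and 5 of the methamphetamine-treated and replicates 5 and 6 of the saline-treated males. It was not called under any alternative tried, with adjusted p between 0.390 and 0.984.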

Data from RNA sequencing and qPCR differed for Dbp in that RNA sequencing identified a methamphetamine-induced increase in Dbp transcripts only in female hearts (Fig. 3e), while qPCR identified this change in both males and females (Fig. 3f). We were unable to assess Cry2 transcripts by qPCR.

### Western blot analysis of proteins that regulate the circadian clock

Consistent with RNA sequencing and qPCR analyses, western blots indicated that Per2 was significantly upregulated at the protein level in hearts from methamphetamine-treated female rats (Fig. 4a). Dbp (Fig. 4b) and BMALI **(**Fig. 4c) expression were nominally increased at the protein level, but these changes did not reach statistical significance.

**Fig. 4:**
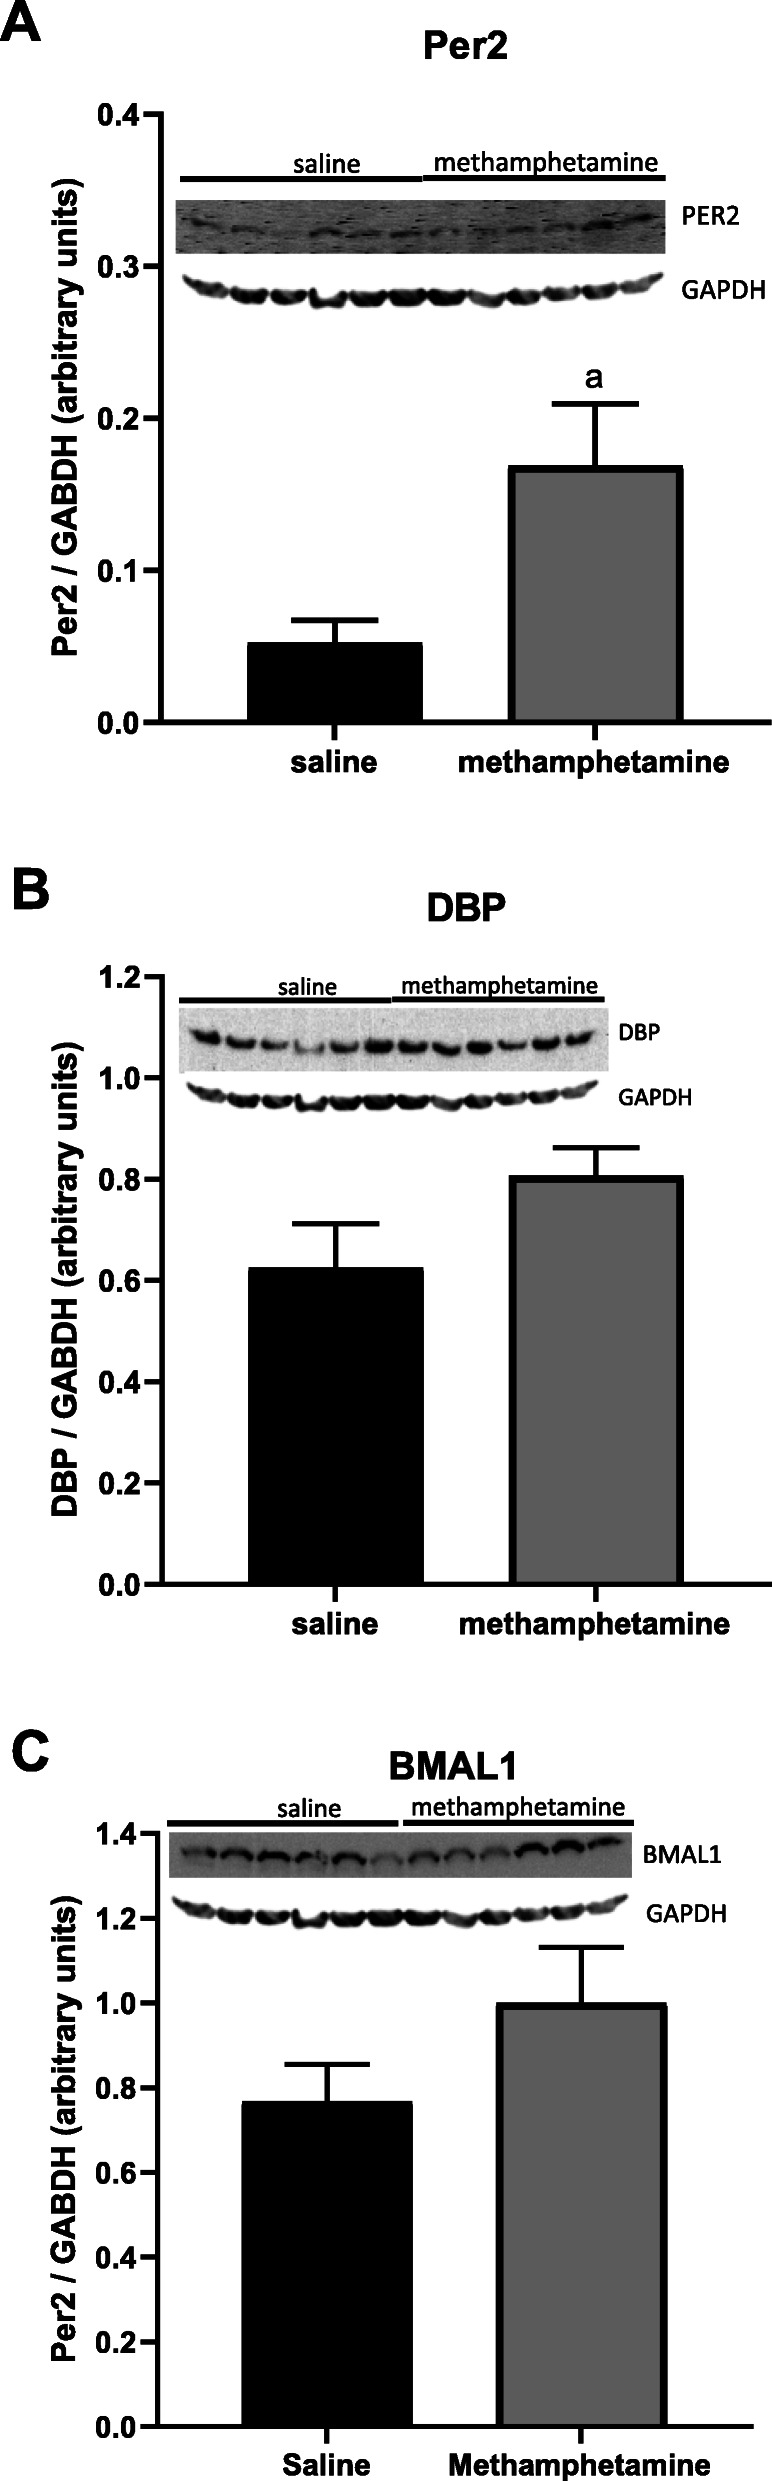
Expression of Per2, DBP, and BMAL1 in female hearts following 10 days of methamphetamine treatment. Female rats were treated with saline or methamphetamine for 10 days. Hearts were isolated and flash frozen on day 11. Expression of Per2 **a**, DBP **b**, and BMAL1 **c** in ventricular tissue was measured by western blot. Values in histograms represent the mean ± SEM of 6 hearts for each group. ^a^ indicates *p* < 0.05. The full-length blots for each protein are shown in Supplemental Fig. 2

## Discussion

The primary findings of this study are that 1) female hearts are more susceptible than male hearts to methamphetamine-induced changes in gene transcription; 2) methamphetamine does not induce long-lasting changes in myocardial gene transcription that persist following 1 month of subsequent abstinence from the drug; and 3) methamphetamine induces sex-dependent changes in the transcription of genes that regulate the circadian clock in the heart.

This work was prompted by our previous finding that methamphetamine treatment for 10 days causes female rats (but not their male siblings) to develop myocardial hypersensitivity to ischemic injury [14]. Importantly, this methamphetamine-induced effect persisted in female hearts following 1 month of subsequent abstinence from the drug, suggesting that it might result from long term changes in cardiac gene expression that are not rapidly reversed when methamphetamine exposure is discontinued. We anticipated that the identification of methamphetamine-induced changes in myocardial gene expression that are both sex dependent (occurring only in females) and that persist following a period of subsequent abstinence from the drug may provide a mechanistic basis for our observations regarding the impact of methamphetamine on the ischemic heart. Contrary to this hypothesis, our findings indicate that methamphetamine does not induce changes in myocardial gene transcription that persist long term after the drug has been discontinued.

Interactions between the period genes, BmalI, Npas2, Dbp, Clock, cryptochromes, and other genes that regulate circadian function are well characterized and have been the subject of recent reviews [27, 28]. The ability of methamphetamine to alter the expression of genes that regulate circadian rhythm in the hippocampus, striatum, and other regions of the brain is well established [29–33]. However, this is the first study that we are aware of to demonstrate that methamphetamine alters the myocardial transcription of clock-related genes (*Per2, Per3, Dbp, Clock, Bmal I, Cry2, Npas2*) in the heart and that this occurs in a sex-dependent manner. The circadian clock plays an important role in regulating diurnal changes in cardiac metabolism, heart rate, and blood pressure [28, 34], and there is evidence from both animal models [35, 36] and human studies [37–39] [40, 41] that disruption of the circadian clock adversely impacts the development of cardiovascular disease [27, 42, 43] and susceptibility to myocardial infarction [36, 44]. Thus, the observation that 10 days of methamphetamine treatment alters the transcription of circadian clock genes and also causes female hearts to become hypersensitive to ischemic injury [14] is consistent with the work of other investigators. However, our findings do not provide an explanation for the observation that these animals remain hypersensitive to ischemia after a 1-month period of subsequent abstinence when transcription of these genes is no longer altered by methamphetamine. Our data do not rule out the possibility that methamphetamine induces epigenetic changes that serve as a “memory” of methamphetamine exposure and subsequently influence transcriptional changes induced by an ischemic insult. Further work is needed to determine whether methamphetamine induces epigenetic changes that alter transcriptional responses triggered by ischemia or other forms of cardiac stress.

Female hearts were significantly more sensitive than male hearts to methamphetamine-induced changes in gene expression, both in terms of the number of genes effected and the magnitude of the methamphetamine-induced changes. This might result from the fact that the rate of clearance of methamphetamine is lower in female rats than in male rats, resulting in females having a greater exposure (in terms of area under the concentration – time curve) than males given an equal dose of the drug [45]. Methamphetamine has been reported to disrupt the hypothalamic-pituitary-ovarian axis in females [46]. Thus, this sex difference could alternatively be secondary to changes in function of the hypothalamic- pituitary - ovarian axis, disruption of the cardioprotective effects of estrogen, or to sex differences in the brain’s response to methamphetamine rather than a direct effect of methamphetamine on the heart. It should be noted that not all methamphetamine-induced cardiac effects occur exclusively in female hearts. Some investigators have reported that males are more susceptible than females to methamphetamine-induced cardiomyopathy [47, 48]. Additional work is needed to understand the mechanism by which methamphetamine induces sex-dependent effects in the myocardium.

The finding that the female heart is more sensitive than the male heart to methamphetamine-induced changes in gene expression is consistent with previously reported cardiac sex-differences. Sexual dimorphism in rodent models of cardiovascular health and disease was recently the topic of an extensive review [49]. Baseline sex differences in the activity of ion channels [50], cardiac mitochondrial metabolism [51], cardiac expression of calcium handling proteins [52–54], and sex differences in the concentration of norepinephrine in myocardial tissue [55, 56] have been reported in healthy rodents. Furthermore, the cardioprotective benefit of estrogen is well established [57]. Male hearts are more sensitive than female hearts to myocardial ischemic injury [15, 58–60]. Male rodents are also reported to have more maladaptive cardiac remodeling, poorer recovery of ventricular function, and lower survival rates than females following a myocardial infarction [61, 62]. Sex-differences in the cardiac response to pressure overload, volume overload, and isoproterenol-induced hypertrophy have also been reported [49]. Thus, sex-dependent differences in both cardiac physiology and pathophysiology are well established. Our finding that the female cardiac transcriptome is more sensitive than the male transcriptome to the effects of methamphetamine extends our knowledge of cardiac sex differences.

RNA sequencing identified methamphetamine-induced changes in the number of cardiac transcripts for several circadian rhythm-related genes in the female heart (Fig. 3**)**. Most of these findings were replicated by qPCR (Fig. 3**)**. The qPCR data for Per3 and Clock demonstrated a trend in the same direction as the RNA sequencing data, but the methamphetamine-induced effect did not reach statistical significance for Per3 and Clock when measured by qPCR. RNA sequencing identified a methamphetamine-induced increase in the number of Dbp transcripts in female hearts (Fig. 3e) but no change male hearts. In contrast, qPCR found a significant increase in Dbp transcripts in both sexes (Fig. 3f). It is unclear why there is a disparity between these two methods of measuring Dbp transcripts in male hearts.

Genes encoding Per2, BMALI, and DBP are regulated by negative feedback mechanisms in which expression of the protein suppresses transcription of the gene [63]. Expression is also regulated by ubiquitin-dependent mechanisms that regulate rates of protein degradation [64–67]. These mechanisms result in a cyclic pattern of expression over a 24-h time period. Based on the fact that expression of these proteins is tightly controlled by both transcriptional and proteolytic mechanisms, it is not surprising that data from western blotting experiments (Fig. 4) did not precisely mirror the changes observed at the transcript level (Fig. 3). The assessment of circadian clock genes (both at the transcript and protein levels) at only a single time point is a limitation of this study.

The vast majority of changes in transcripts for both male and female hearts were observed immediately following 10 days of methamphetamine treatment (Fig. 1a). However, changes in the transcripts of 6 additional genes (3 in male hearts and 3 in female hearts) were identified following a 30-day period of subsequent abstinence from methamphetamine. 

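After abstinence, the fold changes of Ptprc, Hmgb2 and Gcat in females were 1.72, 1.61 and 1.26, and those of Cry1, Nfil3 and Nr1d1 in males were 1.82, 1.79 and 2.84.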

Most (5 out of 6) of these changes were less than 2-fold in magnitude (Fig. 1b; Table 4). It is noteworthy that all 3 changes observed in male hearts following 30 days of abstinence involved genes that regulate the circadian rhythm and that no circadian-related genes were altered in female hearts following 30 days of abstinence (Table 4). 

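The clock score in males after abstinence was 0.25 ± 1.21 (SD, n = 6) with saline and 1.32 ± 1.04 (SD, n = 6) with methamphetamine, a difference of 1.07 (two-sided exact permutation test, p = 0.169), and 3 of its 12 genes are those the study lists for this comparison. On only the 7 clock genes of Fig. 3, which leave out these 3, the difference was 0.69 (exact permutation test, p = 0.439). After replicate 5 was left out of every group, the difference of the full score was 1.84 (exact permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow), and with the library labelled saline-treated male replicate 5 alone left out it was 1.56 (exact permutation test, p = 0.0195). Of the other clock genes, Dbp had a log2 fold change of 1.07 (standard error 0.59) in males after abstinence and was not called (adjusted p = 0.999 from edgeR). It was called with replicate 5 left out of every group, at 2.38 (adjusted p = 0.0293), as were Nr1d2 at 1.21 (adjusted p = 0.0185) and Per3 at 1.58 (adjusted p = 0.0987). By fry, the list of clock genes did not pass in females (adjusted p = 0.485) or in males (adjusted p = 0.320) after abstinence, nor with camera's estimated correlation, while the preset correlation gave 0.0338 and 1.15e-05. Without replicate 5 in any group, the list passed in males by fry (adjusted p = 0.00329) and by the estimated correlation (adjusted p = 0.0179). In females after abstinence, 0 of the 12 clock genes were called by edgeR, both over all genes tested and adjusted over the list alone. In males, 0 were called over all genes tested and 5 adjusted over the list alone, or 6 and 11 with replicate 5 left out of every group. Whether the effect after abstinence differed between the sexes was not tested.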

Previous studies have documented prolonged periods of disrupted sleep patterns in humans who formerly used methamphetamine [68, 69]. Thus, we speculate that sex differences in the expression of these circadian genes might reflect sex-dependent alterations in sleep patterns associated with the discontinuation of methamphetamine. Further work is needed to understand the mechanism and physiological impact of these changes.

## Conclusions

These data provide evidence that the female heart is more susceptible than the male heart (both in terms of the number of genes effected and the magnitude of the changes) to methamphetamine-induced changes in gene transcription. Importantly, 10 days of methamphetamine treatment selectively altered the transcription of genes related to the circadian clock in female hearts. This is consistent with prior studies demonstrating that methamphetamine selectively worsens ischemic injury in female hearts [14] and that disruption of the circadian clock alters the cardiac response to an ischemic insult [40, 70]. Further work is needed to elucidate the role of methamphetamine-induced changes in the circadian clock and changes in gene expression on methamphetamine-induced cardiac disorders.

## Methods

### Animals

Male and female Sprague Dawley rats (8 weeks of age) from an established breeding colony at Ohio Northern University were used for all experiments. The colony originated from rats purchased from Charles River Laboratories (strain code 001). The animals were pair housed in standard cages with free access to food and water and were maintained on a 12 h / 12 h light / dark schedule (lights on at 07:00). All procedures were approved by the Institutional Animal Care and Use Committee and were performed in compliance with the recommendations published in the eighth edition of *The Guide for the Care and Use of Laboratory Animals*.

### Drug treatment

A total of 48 adult male and female rats (8 weeks of age) were divided into 8 experimental groups of 6 animals each (Table 1). Experimental animals were derived from 5 different female breeders. Animals from each litter were divided across all 8 experimental groups to avoid litter-based biasing of the data. All animals received daily (10:00) subcutaneous injections of either methamphetamine (5 mg/ kg/day) or saline for 10 consecutive days. This dose was used based on our previous work demonstrating that methamphetamine treatment produces sex-dependent myocardial hypersensitivity to ischemia [14, 15]. This dose is also commonly used by other investigators to study the effects of methamphetamine-induced neurological and behavioral effects [71–73], and is within the range of methamphetamine doses (on a mg/kg basis) typically used by people in illicit settings [74]. The subchronic duration (10 days) of this treatment was based on previous work demonstrating that repeated exposure of rats to methamphetamine over the course of 10 days worsens cardiac injury induced by myocardial ischemia [14] and also worsens cerebral injury in a rat model of ischemic stroke [75]. All injections were administered by the same individual throughout the 10-day treatment period to ensure that stress-related handling of the animals was equal among groups for the duration of the study.

Rats were anesthetized with a single injection containing sodium pentobarbital (100 mg/kg) and heparin (5 mg/kg) either 24 h after the last saline /methamphetamine injection (Table 1, Groups 1–4) or 30 days after the last saline / methamphetamine injection (Table 1, Groups 5–8). The anesthetized animals were euthanized by opening the chest cavity and removing their hearts as previously described [76]. This method of euthanasia enables the heart to be rapidly removed while it is still beating which helps to minimize blood coagulation in the cardiac tissue. The hearts were quickly mounted on a Langendorff isolated heart system and perfused with Krebs solution for 5 min to flush blood from the tissue. Hearts were immediately flash frozen in liquid nitrogen and stored at − 80 °C. All heart isolations occurred between 09:00 and 11:00 in the morning. Total RNA was subsequently isolated from left ventricular tissue. Methamphetamine-induced changes in the number of mRNA transcripts were subsequently measured by RNA sequencing. A subset of the genes identified from the RNA sequencing data were further examined using Western blot (protein) and quantitative PCR (QPCR).

### RNA sequencing

Total RNA was isolated using Trizol (Thermo Fisher, Waltham, MA) according to the manufacturer’s instructions. RNA was subsequently processed by the Marshall University Genomics Core Facility (Huntington, WV). RNA integrity was confirmed using an Agilent 2100 (Santa Clara, CA) bioanalyzer to confirm that all RNA samples had RNA integrity numbers greater than 8.5. RNA libraries were prepared from 1 μg of total RNA using Illumina (San Diego, CA) TruSeq Stranded mRNA kits. Library quality and insert size were assessed by electrophoresis on Agilent DNA High Sensitivity DNA chips. The average library insert size was ~ 280 bp. Libraries were quantitated using fluorescence-based Qubit dsDNA HS Assay (Thermo Fisher Scientific) in preparation for high throughput sequencing.

Twenty-four purified libraries (derived from experimental groups 1–4) were combined as Pool #1, while the remaining 24 libraries (groups 5–8) were combined as Pool #2. Each pool (6 pM) was clustered and sequenced on an Illumina HiSeq 1500 in 2 × 50 paired end rapid runs. Approximately 33 million reads per library were generated.

RNA sequencing reads were trimmed to remove low-confidence base calls and adapter sequences using Trimmomatic version 0.38 [77]. Read quality was checked using FastQC [78]. Reads were aligned to the rat genome rn06 obtained from Ensembl, using HISAT2 version 2.1.0 [79], and the resulting BAM files were sorted using SAMtools version 1.9 [80]. Aligned reads were then mapped to known transcripts from Ensembl genes version 94 using the R/Bioconductor package Genomic Alignments version 1.16.0 [81]. Differentially-expressed genes were identified using DESeq2 version 1.20.0 [82] with a false discovery rate (Benjamini-Hochberg adjusted *p*-value) less than 0.1 used as a threshold for statistical significance.

RNA-Seq data were analyzed using DESeq2, which incorporates mechanisms for determining whether the data are consistent with the presumed underlying statistical distribution (a negative binomial distribution). For each comparison, genes failing to meet the assumptions of a negative binomial distribution were removed from analysis by the DESeq2 algorithm.

### Global expression profiling analysis

In order to determine pathways and functions globally represented by sets of differentially expressed genes, we generated networks of protein-protein interactions for the protein products corresponding to differentially expressed genes using StringDB [83] and performed an enrichment analysis, identifying networks and pathways overrepresented by these protein products. These analyses were conducted in Cytoscape version 3.7.1 [84] using the StringApp plugin, version 1.4.2 with default parameter settings. Overrepresentation analyses were performed for the comparisons that resulted in at least 50 differentially expressed genes: methamphetamine versus saline in males without abstinence and methamphetamine versus saline in females without abstinence. In order to focus on biological pathways and functions, GO Component terms were filtered from the analysis.

### Quantitative polymerase chain reaction (QPCR)

Total RNA was isolated from 30 mg of left ventricular tissue using the Promega (Madison, WI) SV Total RNA isolation kit according to the manufacturer’s instructions. The RNA was resuspended in 50 μl of nuclease free sterile water and stored at − 80 °C. Total RNA concentrations were determined using a Nanovue spectrophotometer (GE Healthcare, USA). cDNA synthesis was done using 165 ng total RNA using the iScript cDNA synthesis Kit (Bio-Rad, Hercules CA). Quantitative polymerase chain reaction was conducted for each gene of interest using 3 μl of cDNA. Gene expression was quantified by TaqMan™ single gene expression assays (Thermo Fisher Scientific, Foster City CA) using Bio-Rad CFX96 Real-Time PCR Detection system (Bio-Rad Laboratories, Inc. Hercules CA). The thermocycle included an initial uracil-DNA glycosylases (UNG) incubation of 50 °C for 2 min to minimize possible carryover contamination, enzyme activation at 95 °C for 30 s, followed by 40 cycles of PCR (denaturation at 95 °C for 15 s; annealing and extension at 60 °C for 20 s). TAQMAN™ probe FAM detection was assessed at the end of each extension step. Gene expression was assessed for *Per 2* (Period Circadian Regulator 2, Rn01427704_m1), *Per 3* (Period Circadian Regulator 3, Rn00709499_ml), *Clock* (Rn00573120_ml), *Dbp* (D-Box binding protein, Rn01498425_m1), *Bmal 1/Arntl* (Aryl Hydrocarbon Receptor Nuclear Translocator Like, Rn00577590_m1), and *Npas 2* (Neuronal PAS Domain Protein 2, Rn01438223_m1). QPCR for each sample was performed in duplicate, and gene expression was reported as mean Cq values normalized to glyceraldehyde-3-phosphate dehydrogenase (Rn01749022_g1). Gene expression was reported as a fold change relative to the average expression of all samples.

### Western blots

Frozen left ventricular tissue was homogenized with a Polytron in homogenization buffer [50 mM Tris, pH 7.4; 1 mM EDTA; 1% sodium dodecyl sulfate; phosphatase inhibitor cocktail 2 (catalog no. P5726, Sigma); phosphatase inhibitor cocktail 3 (catalog no. P0044, Sigma); and protease inhibitor cocktail (catalog no. P8340, Sigma)] and immediately boiled for 5 min. Homogenates were centrifuged at 4 °C for 10 min at 14,000 rpm. Supernatant protein (30 μg) was separated on a 10% polyacrylamide electrophoresis gel and subsequently transferred to a nitrocellulose membrane. The membrane was blocked with 5% nonfat dry milk and then blotted overnight with antibodies Dbp (Thermo Fisher Catalog # PA5–4045; Waltham, MA), BmalI (Cell Signaling Catalog # 14020; Danvers, MA), or glyceraldehyde-3-phosphate dehydrogenase (Cell Signaling, Danvers, MA; Catalog # 2118). Western blots were quantified by measurement of band densities with ImageJ software. Band intensities of Dbp and BmalI were normalized to those of GAPDH.

### Statistical analysis

Heart weight, gain in body weight, and heart weight / body weight ratio were analyzed by 3 way ANOVA with methamphetamine treatment (saline vs methamphetamine), sex (male vs female), and time (10 days drug treatment vs 10 days drug treatment + 30 days abstinence) as factors. Body weight was analyzed as a repeated measure.

Differentially expressed genes in RNA sequencing experiments were identified using DESeq2 version 1.20.0 [82] with an false discovery rate (Benjamini-Hochberg adjusted *p*-value) less than 0.1 used as a threshold for statistical significance. Statistical analyses of RNA sequencing data were limited to comparisons between hearts from saline and methamphetamine-treated animals of the same sex. Following advice from the Marshall University Genomics and Bioinformatics Core Facility, a sample size of 6 replicates per biological condition and a sequencing depth of 20 million reads per sample was chosen to optimize statistical power.

Quantitative polymerase chain reaction (QPCR) data were analyzed by two-way ANOVA (factors = drug treatment and sex) and Tukey’s posthoc analysis. *P* values ≤0.05 were regarded as statistically significant. Western blots were analyzed by the student’s t test. These statistical analyses were performed using Graphpad Prism (San Diego, CA) software.

## Supplementary Information

**Additional file 1: Supplemental Figure 1.** Principal component analysis plot of all 48 samples using the 500 genes with the most between-sample variance.

**Additional file 2: Supplemental Figure 2.** Full length western blots for BMAL1, DBP, and GAPDH. Proteins from saline and methamphetamine-treated rat hearts were separated on a 10% polyacrylamide gel and blotted onto nitrocellulose membrane. The membrane was cut at the 50 KDa marker (indicated by the dotted line). The top part of the membrane was blotted for BMAL1 (**A**), and the bottom of the membrane was blotted for GAPDH (**B**). The bottom section of the membrane was subsequently stripped and reblotted for DBP (**C**).

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

**Additional file 6.**

## Data Availability

All sequencing data have been submitted to NCBI GEO and are available via accession number GSE158655.

## Abbreviations

BMALI: Brain and Muscle Arnt-like protein-1
DBP: D Box Binding Protein
EDTA: Ethylenediamine tetraacetic acid
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
Per2: Period 2
QPCR: Quantitative polymerase chain reaction

How the deposited data were processed for this re-analysis (not part of the article)

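RNA of the left ventricle from female and male rats given saline or methamphetamine for 10 days was sequenced by the authors, with hearts collected at day 11 or after 30 days of abstinence. The authors deposited 2 tables. The first holds, as a count, the number of reads assigned to each of 32883 Ensembl genes in each of 47 libraries, without normalization. The other holds a normalized signal, which was checked to be the same counts divided by 1 size factor per library, and was used only for alternatives. The authors trimmed reads with Trimmomatic, aligned them to rn6 with HISAT2 and counted them with GenomicAlignments. The handling of reads that align to several genes is not named in the paper's text. Total counts ranged from 6661581 to 11314050 per library.

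Libraries were grouped by the sex, treatment and time point of their labels, and all 47 libraries were kept as labelled. Methamphetamine was compared with saline in each sex at each time point, and differences of that effect between the sexes at day 11 and between the time points in each sex were tested as interactions. The tests were edgeR 4.0.16 quasi-likelihood tests in R 4.3.3, with TMM normalization and the default filterByExpr filter, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1. Each comparison was fitted on its own libraries. The alternatives were DESeq2 1.42.0 on the same libraries or on all libraries in a single fit, edgeR on all libraries in a single fit, RLE factors, no low-count filter, at least 10 counts in every library, an adjusted p under 0.05, limma 3.58.1 voom with sample quality weights, the replicate number as a block, limma on the deposited normalized signal with a pseudocount of 1 or 0.1 or without a filter, the series of rat numbers as a block in females after abstinence, and each library left out in turn. The comparisons, these alternatives and the lists of genes were set before the data were examined. Leaving replicate 5 out of every group, with edgeR or DESeq2, leaving each library in turn out of the fit of all libraries, and leaving 1 library out of both groups of males at day 11, were chosen after the values were seen. The tests were tried on simulated data in which 200 genes were changed 2-fold.

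The clock score of a library was computed from log2 CPM with a prior count of 2, and tested by two-sided exact permutation tests. For the difference of its effect between the sexes, 100000 draws were made. The list of clock genes was tested with fry and with camera, at the preset correlation of 0.01 and at an estimated correlation. The genes named were those the paper names in its text, with the values of its tables known beforehand, and those with the largest change or the smallest p among the genes called. Principal components used the 500 most variable genes. Expression in CPM is given with the SD over libraries.

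Gene symbols could be given to 328 genes, from the paper's tables, since no annotation with Ensembl identifiers of rn6 was at hand. For this reason positions on the genome are not given, and lists of genes of the glucocorticoid response, fibroblast matrix, atrial cardiomyocytes, blood cells and the cell cycle, of which 0 genes had an identifier, were not tested. The library of saline-treated females that the study excluded was not analysed here.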

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

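The tests of a mislabelled sample, of a minor share of reads from another library and of exchanged time point labels, and all values with replicate 5 left out, were chosen only after the result was seen.

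In 8 libraries, 1 in each group and all labelled replicate 5, the genes of the other sex were expressed, a signal the paper does not report. The male genes stood at 185 CPM in the library labelled saline-treated female at day 11, 138 CPM in methamphetamine-treated female at day 11, 172 CPM in saline-treated female after abstinence and 148 CPM in methamphetamine-treated female after abstinence. They stood at 15.3, 11.7, 13.4 and 19.4 CPM in the libraries labelled male in the same order. Each of these 8 lay far from the rest of its group by Dixon's test. For the female genes, 6 libraries did so: 3.36 and 4.60 CPM in those labelled saline- and methamphetamine-treated female at day 11, and 49.5, 60.5, 42.9 and 51.5 CPM in those labelled saline- and methamphetamine-treated male at day 11 and saline- and methamphetamine-treated male after abstinence. Total counts lay apart in 0 of 8 groups. Dixon's test passes in about 1 in 20 groups by chance, and every library that passed was replicate 5.

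A minor share of reads from another library is argued against, because the male genes of the libraries labelled female replicate 5 reached at least 85.8% of the male median. That 8 of 8 libraries lay past 50% towards the other sex is the pattern itself and tests nothing. A mislabelled sample in each group is consistent with the female genes, which stood at 4.03 to 12.9% of the female median in the libraries labelled female replicate 5, against 39.2 to 127% in the others labelled female. The time point labels were tested with genes that differ between time points in the other libraries of the sex the genes show. Of these, 8 of 8 libraries lay nearer the other time point than the labelled one (exact binomial test, p = 0.00781), so time point labels may have been exchanged as well. For the 4 libraries labelled female, the test rested on only 10 genes. The library labelled saline-treated female after abstinence lay at 0.456 from day 11 (0) to abstinence (1), close to the dividing 0.5. For the treatment labels, the test was made on the 4 libraries labelled abstinence, along the day 11 difference between treatments: 4 of 4 lay nearer the other treatment (exact binomial test, p = 0.125, the smallest that 4 libraries allow), so treatment labels exchanged as well remain open. A candidate explanation is that replicate 5 was assigned to the 8 groups of Table 1 in reverse order, which would exchange sex, time point and treatment at once. This was found on the same libraries, and where an exchange took place, from the animals to the tables, was not tested. The male genes at 7.31 to 12.1% in the libraries labelled male replicate 5, above the 0 to 2.52% of other libraries labelled female, were not explained. No biological explanation was tested.

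The clock score lay far from the rest of its group in 3 of 8 groups, each time in replicate 5. It was 0.24 in the library labelled methamphetamine-treated female at day 11, where the others had 3.43 to 3.82, 0.34 in methamphetamine-treated male at day 11, where the others had 2.35 to 3.09, and 2.70 in saline-treated male after abstinence, where the others had -0.46 to -0.07. The same 8 libraries carried the genes of the other sex, so a mislabelled sample may account for these values as well.

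The effect of methamphetamine at day 11 differed between females and males in 17 genes, and in the clock score by 2.93. The count of 17 was reached in 3 of 100 splits of the libraries, a share under 0.05, but another split called 71 genes, and the 1038 genes with an unadjusted p under 0.05 were reached in 29 of 100. With 1 library left out in turn, 0 genes were called in 17 of 23 fits. With replicate 5 left out of every group, where 114 genes were called, the count was reached in 2 of 100 splits (130 genes in the other), and the 1428 genes with an unadjusted p under 0.05 in 8 of 100. These splits exchanged the sex labels within each treatment. That also mixes any difference in level between the sexes into the spread within groups, which can lower the calls of the other splits. The splits thus cannot exclude chance for the number of calls, and do not for the number of genes at an unadjusted p. A difference in library size is argued against as the whole source of the calls in females, because 526 genes were called with every library thinned to the same total. For males at day 11, the series of rat numbers and the treatment cannot be told apart, so the difference between the sexes may include a difference between series, which was not tested. The difference in the score was 3.03 with replicate 5 left out of every group. Of its 12 genes, 9 are in the paper's list for females only, which favours a larger effect in females. The full score is thus not independent evidence of such an effect. On only Nr1d1, Nfil3 and Cry1, outside that list, the difference was 2.22 with replicate 5 kept (permutation test, p = 0.0247). It came from opposite shifts of similar size, 1.19 in females and -1.02 in males. For these 3 genes, this argues against the choice of genes from that list as the whole source of a difference between the sexes. It does not show a larger effect in females. A difference between the sexes remains an open explanation.

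The effect differed between day 11 and abstinence in 33 genes in females and 21 genes in males. In both sexes this count was reached in 1 of 100 splits, the real one. The 1263 and 1431 genes with an unadjusted p under 0.05 were reached in 12 and 7 of 100 splits, where chance is not excluded. These splits exchanged the treatment labels within each time point, which also mixes any effect of treatment into the spread within groups. That can lower the calls of the other splits, so they cannot exclude chance for the count of calls either. The count fell to 2 in females without any 1 of 8 libraries of 23 (replicates 1, 2, 3 and 6 of methamphetamine-treated and 1, 2 and 4 of saline-treated females at day 11, and 5 of saline-treated females after abstinence), and to 0 in males without any 1 of 3 libraries of 24: replicate 1 of methamphetamine-treated males at day 11 or after abstinence, or replicate 6 of saline-treated males after abstinence. The time point was also the sequencing pool, and pool and time point cannot be told apart for the level of a gene. These counts were 175 and 87 with replicate 5 left out of every group. A change of the effect with abstinence and a difference between pools in how the effect is measured both stay open, as neither was tested apart from the other.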

How the results depend on the processing

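Leaving replicate 5 out of every group, with edgeR or DESeq2, and leaving 1 library out of both groups of males at day 11, were chosen after the values were seen. Where a result moved, the cause was not tested, except for the calls in males at day 11 (see the other observations), and except that an adjusted p under 0.05 calls fewer genes by construction.

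DESeq2 on the same libraries called 163 genes in males at day 11, 26 in females and 23 in males after abstinence, 45 for the difference between the sexes, and 189 in females and 100 in males for the change with time. It called 27 genes in both sexes at day 11, 2 genes at both time points in females and 13 genes of 2-fold or more in males, and its mean fold of the 10 largest changes in females was 17.3. With all libraries in a single DESeq2 fit these were 146, 169 and 3, then 319 in females and 46 in males for the change with time, 22 genes in both sexes with the same direction, 2 genes at both time points in females, 14 genes of 2-fold or more in males and a mean fold of 15.9. With all libraries in a single edgeR fit, 46 genes were called in males at day 11, 130 in females after abstinence, 10 for the difference between the sexes, 210 in females and 7 in males for the change with time, 7 in both sexes with the same direction and 7 of 2-fold or more in males.

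At an adjusted p under 0.05, 351 genes were called in females at day 11, 0 for the difference between the sexes, where 1038 had an unadjusted p under 0.05, and 2 in females and 3 in males for the change with time. With limma voom with sample quality weights, 1251 genes were called in females and 1166 in males at day 11, 8 in males after abstinence, 166 for the difference between the sexes, 359 in females and 108 in males for the change with time, 252 in both sexes with the same direction and 39 of 2-fold or more in males. Under voom the sign reversed for Cry1 in females at day 11, at -0.038, and for Dbp in males at day 11, at 0.44. With no low-count filter, 2 genes were called in males after abstinence, and the mean fold in females was 18.7. The normalized signal without a filter gave 1 gene in females after abstinence, and with a pseudocount of 1 or 0.1 it gave 1 gene each in males after abstinence.

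Without replicate 5 in any group, 1319 genes were called in females and 908 in males at day 11, 14 in males after abstinence, 114 for the difference between the sexes, 175 in females and 87 in males for the change with time, 276 in both sexes with the same direction, 2 at both time points in males, and 137 in females and 52 in males of 2-fold or more. The mean fold was 14.2 for the 10 largest changes in females and 10.2 for the genes of Fig. 2, the clock score differed by 1.20 in males at day 11 and 1.84 in males after abstinence, 3 of 4 comparisons passed at an adjusted p under 0.05 for the list of clock genes by fry, and the sign reversed for Cry1 in females, at -0.018, and Dbp in males, at 0.47. DESeq2 without these libraries called 1268 genes in females and 1500 in males at day 11, 20 and 68 after abstinence, 188 for the difference between the sexes, and 332 in females and 266 in males for the change with time, and in a single fit of all groups 943, 1262, 222, 16, 116, 490 and 137. With replicate 5 kept, 1 of 4 comparisons passed by fry and 3 of 4 with camera's preset correlation, where males at day 11 had an adjusted p of 0.0956. Without replicate 5, the highest adjusted p of the 4 with the preset correlation was 0.00392.

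The numbers of replicates do not pair the rats. With the replicate block, 3 genes were called in males at day 11, 7 in males after abstinence, 1 for the difference between the sexes and 21 in females for the change with time. The clock score differed by 3.39 in females at day 11 (exact permutation p = 0.125), by -2.24 between saline-treated females and males (exact permutation p = 0.0625) and by 2.91 for the difference between the sexes (permutation p = 0.0625), where the block leaves few permutations, and Dbp in males turned to 0.11. As a check of the pairing, 2 of the pairs with the same number in each comparison correlated above 0.1, from -0.00770 to 0.255 over 5 pairs in females at day 11, and over 6 pairs each from -0.0865 to 0.260 in males at day 11, -0.480 to 0.201 in females after abstinence and -0.195 to 0.225 in males after abstinence.

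With only the clock genes outside Table 2 and Fig. 3, which are Nr1d1, Nfil3 and Cry1, the score differed by -1.02 in males at day 11, reversed, and by 2.32 in males after abstinence, where the value tests nothing, since the paper's Table 4 gives these 3 genes as changed there on the same libraries. It differed by 1.19 in females at day 11 (exact permutation p = 0.0216) and by 0.47 in females after abstinence (exact permutation p = 0.344). For the difference between the sexes it was 2.22 (permutation p = 0.0247), and between saline-treated females and males at day 11 -2.53 (exact permutation p = 0.00216). With the series of rat numbers as a block, the score in females after abstinence differed by 1.01.

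With 1 library left out in turn, the genes called ranged from 332 to 980 in females at day 11, from 0 to 1590 in males at day 11, from 0 to 5 in males after abstinence, from 0 to 102 for the difference between the sexes, from 2 to 228 in females and from 0 to 201 in males for the change with time, from 0 to 148 in both sexes and from 0 to 42 of 2-fold or more in males. The highest value was found each time without a library of replicate 5. With 1 library left out of both groups of males at day 11, over 36 pairs, the calls ranged from 0 to 1663. The mean fold ranged from 6.13 to 12.6 for the 10 largest changes in females and from 5.21 to 9.46 for the genes of Fig. 2. The clock score difference ranged from 0.35 to 0.97 in males at day 11 and from 0.86 to 1.56 in males after abstinence, the log2 fold change of Cry1 in females at day 11 from -0.043 to 0.19 and that of Dbp in males at day 11 from -0.20 to 0.28.

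The clock score in females at day 11 passed in 16 of 17 alternatives, and Per2, Per3, Dbp, Npas2, Clock, Cry2, Tef, Nr1d2, Myl4, Rhobtb1, Spon2 and Zbtb16 were called in females at day 11 under all 21 alternatives tried. Depth was tested in both sexes at day 11: with libraries thinned to 8335896 counts 526 genes were called in females, and with libraries thinned to 7575643 counts 0 in males. On simulated data edgeR recovered 72.5 to 95% of 200 genes changed 2-fold, with 0 calls where nothing was changed, and DESeq2 recovered 90 to 95.5%, with 4 to 11 calls where nothing was changed. No simulated group held a library of the other sex, so these shares need not hold with replicate 5 kept. Where genes were changed, false calls made up 7.03 to 12.8% of edgeR's calls and 10.5 to 20.6% of DESeq2's, against the 10% that an adjusted p under 0.1 aims at. Not run were the excluded library put back, which the table does not hold, the lists without the genes of the paper's tables, and the lists without identifiers.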

Differences from the paper's values

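The alternatives named here were set before the data were examined, apart from leaving replicate 5 out of every group, which was chosen after seeing the values.

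The paper gives 346 changed genes over all comparisons, and 581 were found here. The value fell within 1.5 times the paper's at an adjusted p under 0.05 (351) with the replicate block (473) and with the normalized signal at a pseudocount of 0.1 (497) or without a filter (490), and did not with DESeq2 (890), DESeq2 with all libraries (812), edgeR with all libraries (593), RLE factors (570), limma voom (2160), no low-count filter (567), the stricter filter (565) or the normalized signal at a pseudocount of 1 (542). At day 11 the paper's count is 340 and the count here 581. It fell within that range at an adjusted p under 0.05 (351), with edgeR with all libraries (463), with the block (466) and with the normalized signal at a pseudocount of 0.1 (496) or without a filter (489), and did not with DESeq2 (841), DESeq2 with all libraries (640), RLE factors (570), limma voom (2152), no filter (565), the stricter filter (565) or the normalized signal at a pseudocount of 1 (541). The adjusted p under 0.05 was an alternative for edgeR alone. At that threshold, DESeq2 with all libraries called 343 genes in females and 44 in males at day 11, nearer the paper's count. This setting was not among the alternatives.

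The paper's count for females only at day 11 is 283, against 581 here. It came within 1.5 times at an adjusted p under 0.05 (351) and with edgeR with all libraries (417), and did not with DESeq2 (678), DESeq2 with all libraries (494), RLE factors (570), limma voom (986), no filter (565), the block (463), the stricter filter (565) or the normalized signal (541 and 496 at a pseudocount of 1 and 0.1, 489 without a filter). For males only at day 11 the paper's count is 48, against 0 here by edgeR, where 2020 genes had an unadjusted p under 0.05. It came within 1.5 times with edgeR with all libraries (39), and did not at an adjusted p under 0.05 (0), with DESeq2 (136), DESeq2 with all libraries (122), RLE factors (0), limma voom (901), no filter (0), the block (3), the stricter filter (0) or the normalized signal (0 in each of 3 settings).

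After abstinence the paper gives 6 changed genes in both sexes together, against 0 here by edgeR, where 523 genes in females and 652 in males had an unadjusted p under 0.05. The count came within 1.5 times with limma voom (8) and the block (7), and did not with DESeq2 (49), DESeq2 with all libraries (172), edgeR with all libraries (130), no filter (2), the normalized signal (1 in each of 3 settings), or with an adjusted p under 0.05, RLE factors or the stricter filter (0 each). For females the paper's count is 3 and the count here 0. No alternative came within 1.5 times: DESeq2 gave 26, DESeq2 with all libraries 169, edgeR with all libraries 130, the normalized signal without a filter 1, and the normalized signal at either pseudocount, the series of rat numbers as a block, an adjusted p under 0.05, RLE factors, limma voom, no filter, the block and the stricter filter 0 each. For males the paper's count is 3 and the count here 0. It came within 1.5 times with DESeq2 with all libraries (3) and no filter (2), and did not with DESeq2 (23), limma voom (8), the block (7), the normalized signal at a pseudocount of 1 or 0.1 (1 each), or with the normalized signal without a filter, an adjusted p under 0.05, edgeR with all libraries, RLE factors or the stricter filter (0 each). The genes the paper names after abstinence were called here in females by DESeq2 with all libraries and by edgeR with all libraries, and in males by DESeq2 on the same libraries or on all libraries, by limma voom and, with replicate 5 left out, by edgeR.

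In units of 1000000, the paper gives 33 reads per library, and the median count on genes here is 9.02. These are values of different stages, and no alternative applies.

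The paper states that no gene changed over 2-fold in males at day 11. By edgeR, and with the normalized signal in each of 3 settings, none was called here, but 13 genes called by DESeq2, 14 by DESeq2 with all libraries, 7 by edgeR with all libraries and 39 by limma voom changed 2-fold or more. Among the 6 genes it names after abstinence, the paper finds none changed at day 11, while Nr1d1 (0.99, adjusted p = 0.0316 from edgeR) and Nfil3 (-0.55, adjusted p = 0.0520 from edgeR) were called in females at day 11 here.

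In Table 2, Myl4 is marked as lower with methamphetamine while its listed expression is higher with methamphetamine, and it was lower here, at -3.04 on the log2 scale. The folds of Bmal1 and Npas2 are exchanged between the text and Table 2; here they were 5.74 for Arntl (Bmal1) and 4.40 for Npas2. The 72 errors of Table 2, multiplied by the root of n and divided by the mean, all lie between 0.924 and 1.11, so each is close to the mean divided by the root of n, whereas the SD divided by the mean of the same genes here had a median of 0.274.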

Other observations

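The tests in this part of the calls hidden in males, the single library, an effect limited to females, a complete return, the saline groups and a minimum of expression, the splits in females at day 11, and all values with replicate 5 left out of every group, were chosen only after the result was seen.

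Other splits of the same libraries were counted for each result, the real split included. In females at day 11, 1 of 100 splits called as many genes (the next called 516), and 1 of 100 without replicate 5, and 2 and 1 of 100 had as many genes at an unadjusted p under 0.05 (1870 and 2691). For males at that time, 1 of 30 splits did by DESeq2 and 1 of 100 by edgeR without replicate 5. Chance is excluded for these calls at a share under 0.05. The 3142 genes of males without replicate 5 at an unadjusted p under 0.05 were reached by 1 of 100 splits, but the 2129 genes by DESeq2 by 3 of 30, where chance is not excluded. With replicate 5 kept, edgeR's 0 calls in males at day 11 and in both sexes after abstinence were reached by 100 of 100 splits, which says nothing, since every split calls at least 0. Their counts at an unadjusted p under 0.05 were 2020 in males at day 11, 523 in females after abstinence and 652 in males after abstinence, reached by 5, 45 and 41 of 100 splits, so chance is not excluded. DESeq2's calls after abstinence were reached by 3 of 30 splits in females and 3 of 30 in males, so chance is not excluded. The calls in males after abstinence without replicate 5 were reached by 2 of 100 splits, a share under 0.05, but the 809 genes at an unadjusted p under 0.05 were reached by 28 of 100.

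With replicate 5 left out of every group, 908 genes were called in males at day 11 where 0 were with these libraries kept (2020 at an unadjusted p under 0.05, and 163 by DESeq2). This rise raised the question whether replicate 5 hides calls, and was set against other libraries: 1 saline and 1 methamphetamine library were left out together, in all 36 pairs. In 25 pairs without a library of replicate 5, edgeR called 0 genes each time. In 5 pairs of saline replicate 5 with another number it called 694 to 1663 genes, and in 5 pairs of methamphetamine replicate 5 with another number 1 to 16. A candidate explanation is that libraries of the other sex, above all the saline one, widen the spread within groups. Males at day 11 also differ in the series of rat numbers, which cannot be told apart from the treatment there.

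The 130 genes called in females after abstinence in the edgeR fit of all libraries fell to 36 without the library labelled methamphetamine-treated replicate 3 and to 57 without replicate 4, and rose to 216 without replicate 1 and 519 without replicate 2. That each of 2 libraries removes most of them leaves it open whether a single library may carry these calls.

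The genes of Supplemental Table 1 other than clock genes, 274 in all, were scored in the other groups as the mean log2 change in the listed direction. An effect limited to females is argued against by males at day 11, where the score was higher with methamphetamine by 0.15 with all libraries (exact permutation p = 0.0455, adjusted 0.136 over 6 tests) and by 0.22 with replicate 5 left out (exact permutation p = 0.00794, adjusted 0.0238, 5 of 5 libraries above the saline median), although the series of rats is confounded with treatment there. A complete return to the saline level in females after abstinence could neither be excluded nor shown, with a difference of 0.10 without replicate 5 (exact permutation p = 0.246, 3 of 5 libraries). In males after abstinence the difference was 0.00044 with all libraries (exact permutation p = 1) and 0.10 without replicate 5 (exact permutation p = 0.0159, adjusted 0.0317, 5 of 5 libraries). The genes of Supplemental Table 2 scored higher by 0.19 in females at day 11 without replicate 5 (exact permutation p = 0.00794, adjusted 0.0238), and by 0.14 with all libraries (exact permutation p = 0.0390, adjusted 0.136). After abstinence, their differences in both sexes, with or without replicate 5, lay between -0.066 and -0.012. None of these passed (adjusted exact permutation p from 0.471 to 0.802).

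Whether these genes follow the circadian phase at collection was tested by the relation of that score to the clock score in groups other than females at day 11, without replicate 5. Over 30 libraries Pearson's r within groups was 0.771 (permutation p = 0.000110, adjusted 0.000183 over 5 relations) and Spearman's rho 0.748 (permutation p = 0.000100), and r was 0.728 without the 2 libraries farthest from the median clock score. In the saline groups alone, over 15 libraries, r was 0.800 (permutation p = 0.0151), and over 20 libraries after abstinence 0.880. Over the 10 libraries of males at day 11, r was 0.304 (permutation p = 0.325), so the relation was not seen there. The relation is consistent with part of the list following the phase of the clock at collection. The paper states that all hearts were isolated within the same hours of the morning, and the time of each heart within them was not analysed here. A treatment effect through the clock, a difference between rats in clock phase and a difference in time within those hours stay open.

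The clock score differed among saline-treated groups, with a smallest adjusted exact permutation p of 0.0130 over 6 pairs, between females and males at day 11 (-0.40 and 1.87), so that all saline groups at the same point of the cycle is argued against. After abstinence the difference had the opposite sign, 1.32 (exact permutation p = 0.0779, adjusted 0.117), and 1.56 without replicate 5 (adjusted exact permutation p = 0.0159). Saline-treated females after abstinence and at day 11 differed by 1.97 (adjusted exact permutation p = 0.0390). Of the 12 genes of the score, 9 are in the paper's list for females at day 11, which may favour differences from those females. On only Nr1d1, Nfil3 and Cry1, outside that list, saline-treated females and males at day 11 differed by -2.53 (exact permutation p = 0.00216). For these genes and this pair, that argues against the choice of genes as the source. Between saline-treated males after abstinence and at day 11 the difference of the full score was -1.62 (adjusted exact permutation p = 0.0519), and -1.87 without replicate 5 (adjusted exact permutation p = 0.0159). Sex, the time point, which was also the sequencing pool, the time of isolation within the morning and the series of rat numbers stay open.

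The list of females in Supplemental Table 1 was set against the DESeq2 fit of all libraries. The folds of its 283 genes matched those of that fit to a ratio of 0.9996 to 1.0004, and 518 genes were called there, of which 283 are listed and 235 are not. Of these 235, 16 were called in males as well, and a list of genes for females only may leave them out, although 8 genes called in both sexes there are listed. The median mean count was 421 for the listed, 91.2 for the 235 and 86.3 for the 219 called in females only, a difference with permutation p = 0.0001, the smallest that 10000 permutations give, for the 235 and for the 219. A minimum of the mean count alone does not account for the list, as 161 of the 235 genes lay above its lowest mean count of 47.9 and 74 below (149 and 70 of the 219). The supplement's titles name an adjusted p under 0.05: 146 of the 235 genes had 0.05 or more (140 of the 219), 4 listed genes did as well (at most 0.0530), and 50 genes had less and lay above that mean count (42 of the 219). For the list of males, 98 genes were called and not listed, 62 of them above its lowest mean count, 80 at an adjusted p of 0.05 or more (6 neither below that mean count nor at 0.05 or more), and the difference in median mean count had permutation p = 0.0938. Of the 98, 77 were called in males only, 45 above that mean count, 66 at 0.05 or more and 0 neither, with permutation p = 0.0172. Whether a minimum of expression was applied on another scale stays open, as that needs gene lengths. The list of females holds 139 higher and 144 lower genes.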
